# Ribosome-bound Get4/5 facilitates the capture of tail-anchored proteins by Sgt2 in yeast

**DOI:** 10.1038/s41467-021-20981-3

**Published:** 2021-02-04

**Authors:** Ying Zhang, Evelina De Laurentiis, Katherine E. Bohnsack, Mascha Wahlig, Namit Ranjan, Simon Gruseck, Philipp Hackert, Tina Wölfle, Marina V. Rodnina, Blanche Schwappach, Sabine Rospert

**Keywords:** Chaperones, Membrane proteins, Ribosomal proteins

## Abstract

The guided entry of tail-anchored proteins (GET) pathway assists in the posttranslational delivery of tail-anchored proteins, containing a single C-terminal transmembrane domain, to the ER. Here we uncover how the yeast GET pathway component Get4/5 facilitates capture of tail-anchored proteins by Sgt2, which interacts with tail-anchors and hands them over to the targeting component Get3. Get4/5 binds directly and with high affinity to ribosomes, positions Sgt2 close to the ribosomal tunnel exit, and facilitates the capture of tail-anchored proteins by Sgt2. The contact sites of Get4/5 on the ribosome overlap with those of SRP, the factor mediating cotranslational ER-targeting. Exposure of internal transmembrane domains at the tunnel exit induces high-affinity ribosome binding of SRP, which in turn prevents ribosome binding of Get4/5. In this way, the position of a transmembrane domain within nascent ER-targeted proteins mediates partitioning into either the GET or SRP pathway directly at the ribosomal tunnel exit.

## Abstract (web summary)

The guided entry of tail-anchored proteins (GET) pathway assists in the delivery of such proteins to the ER. Here, the authors reveal that the pathway components Get4/5 probe a region near the ribosomal exit tunnel. Upon emergence of a client protein, Get4/5 recruits Sgt2 and initiates the targeting phase of the pathway.

## Introduction

Integral membrane proteins that follow the secretory and endocytic pathways are synthesized on cytosolic ribosomes and targeted to the membrane of the endoplasmic reticulum (ER). A general challenge during the targeting of membrane proteins is aggregation of hydrophobic transmembrane (TM) domains prior to insertion into the lipid bilayer. In the case of ER-targeted proteins, aggregation is prevented by sophisticated machineries, which selectively recognize and shield TM domains in the cytosol^1–5^.

Many ER membrane proteins are targeted cotranslationally with the assistance of the highly conserved signal recognition particle (SRP)^1–5^. Eukaryotic SRP is a multi-subunit ribonucleoprotein complex, which binds to translating ribosomes exposing nascent SRP recognition sequences comprising N-terminal signal sequences and signal anchor (SA) sequences. The latter initially serve as targeting signals and ultimately as TM domains that anchor mature ER-targeted proteins within the membrane. Ribosome-bound SRP is positioned such that its 54 kDa subunit termed Srp54 binds to emerging SRP recognition sequences in close proximity to the polypeptide exit tunnel of the ribosome. The complex consisting of SRP and the ribosome-bound nascent chain (RNC) is subsequently targeted to the ER membrane where SRP interacts with the SRP receptor, resulting in SRP release and docking of the translating ribosome to the ER translocon. As translation proceeds, the nascent membrane protein is inserted into the ER membrane^1–5^.

The SRP-dependent mode of targeting elegantly circumvents aggregation of TM proteins, as it couples protein synthesis with membrane insertion of TM domains. However, a specific sub-group of TM proteins cannot enter the cotranslational, SRP-dependent pathway, because these proteins possess only a single TM domain at their very C-terminus, termed a tail-anchor (TA) sequence. TA sequences become exposed to the outside of the polypeptide exit tunnel only after the nascent polypeptide is released from the ribosome upon translation termination. The pathway responsible for targeting of TA proteins to the ER membrane is termed the guided entry of TA protein (GET) pathway^6–9^. According to current models, the GET pathway is initiated shortly after release of TA proteins from the ribosome, when the hydrophobic TA sequence is captured by the C-terminal domain of a homodimeric chaperone-like protein termed Sgt2^10,11^. Within the Sgt2/TA protein complex, the N-terminal domain of Sgt2 recruits the Get5 subunit of the heterotetrameric Get4_2_Get5_2_ complex (Get4/5), allowing, in turn, binding of the homodimeric targeting factor Get3 to Get4^10–13^. After the TA sequence is transferred from Sgt2 to Get3 and the Get3/TA protein complex dissociates from the pre-targeting complex, the TA protein is delivered to the Get1/2 insertase in the ER membrane^1,5,11,14–16^.

Considering the relatively recent discovery of the GET pathway, it is remarkable how well many of its features are understood at structural and mechanistic levels, including TA protein capture by Get3 and subsequent membrane delivery^1,5,11,14–17^. However, our understanding of the initial phase of the GET pathway lags behind. SRP scans translating ribosomes and displays enhanced binding affinity even before nascent TM domains become fully exposed outside of the exit tunnel^4,18–22^. In contrast, precisely where and when Sgt2 captures TA proteins and why Get3 does not bind directly to released TA proteins is currently not understood. This may be due to the immense experimental challenge of analyzing the short period between peptidyl-tRNA cleavage upon translation termination and complete exit of released polypeptides from the ribosomal tunnel.

Preliminary evidence suggests that, even though the GET pathway is considered to employ a posttranslational mechanism, it may be directly coupled to the emergence of its clients from the ribosome. A high-throughput study identified Get5 as a ribosome-associated protein^23^ and later work revealed that indeed the yeast Get4/5 complex binds to ribosomes independently of their translational status, however, displays enhanced affinity to those ribosomes with a TM sequence inside the ribosomal tunnel^24^. These findings hint at a direct transfer of TA proteins from the ribosome to the GET pathway, with Get4/5 potentially being the earliest sensing component. Such a scenario, however, is difficult to reconcile with current models, which appear well supported by extensive in vitro reconstitution approaches and consider Sgt2 as the first GET pathway component interacting with TA proteins^1,5,11,14–16^.

Here we investigated the early steps of the GET pathway, with a focus on the steps that occur upon exit of TA sequences from the polypeptide exit tunnel of the ribosome. We show that Get4/5 binds to ribosomes with high affinity via the Get5 subunit, which contacts ribosomal proteins Rpl26/uL24 and Rpl35/uL29 at the exit of the ribosomal tunnel (names of ribosomal proteins are given according to the yeast standard nomenclature). Get4 is not required for stable ribosome-binding of Get5, but binds near h46/h47 of the 25S rRNA in the complex. The ribosomal binding site of Get5 overlaps with that of SRP, and SRP can prevent Get4/5 from binding to the ribosome. However, once Get4/5 is bound to the ribosome, Sgt2 is recruited to the tunnel exit and gains direct access to exposed TA sequences. This Get4/5-dependent recruitment of Sgt2 improves the efficiency by which Sgt2 captures TA proteins upon release from the ribosome. The combined data indicate that ribosome-bound Get4/5 couples translation of TA proteins to their entry into the GET pathway, thereby minimizing cytosolic exposure of TA sequences.

## Results

### The Get4/5 complex interacts with ribosomes via Get5

The cytosolic Get4/5 complex is distributed between a free and a ribosome-bound pool (Fig. 1a, b, and ref. ^24^). To understand whether one or both subunits of Get4/5 are required for ribosome binding, recruitment of Get4 to the ribosome was analyzed in a Δ*get5* strain, and Get5 was analyzed in a Δ*get4* strain. As Get5 is unstable in a Δ*get4* strain (Supplementary Fig. 1), Get5 was overexpressed in the Δ*get4* background (Fig. 1a, Δ*get4* + Get5↑). Ribosome binding was assessed in a sedimentation assay by separating ribosomes from cytosolic components under low salt (120 mM KOAc) or high salt (800 mM KOAc) conditions. In this assay, ribosome-bound factors cosediment with ribosomes under low-salt conditions, but are released to the cytosolic supernatant when the salt concentration is high. The assay was employed to distinguish ribosome association from protein aggregation, because protein aggregates cosediment with core ribosomal particles under low as well as high salt conditions^25^. In the wild type, >40% of Get4/5 was ribosome-bound under low salt conditions and was released from the ribosome under high salt conditions (Fig. 1a, b, wild type). When Get4 was absent, >70% of overexpressed Get5 was ribosome-bound in a salt-sensitive manner (Fig. 1a, b, Δ*get4* + Get5↑). When Get5 was absent, a significant amount of Get4 was recovered in the pellet even under high salt conditions, suggesting partial aggregation of Get4 (Fig. 1a, white asterisk). The fraction of Get4, which was recovered in the ribosomal pellet in a salt-sensitive manner in the absence of Get5 was strongly reduced to ~7% (Fig. 1a, b, Δ*get5*). We conclude that Get5 interacts with ribosomes stably and independently of Get4, whereas Get4 by itself associates with ribosomes with much lower affinity and requires Get5 for efficient ribosome binding.

**Fig. 1:**
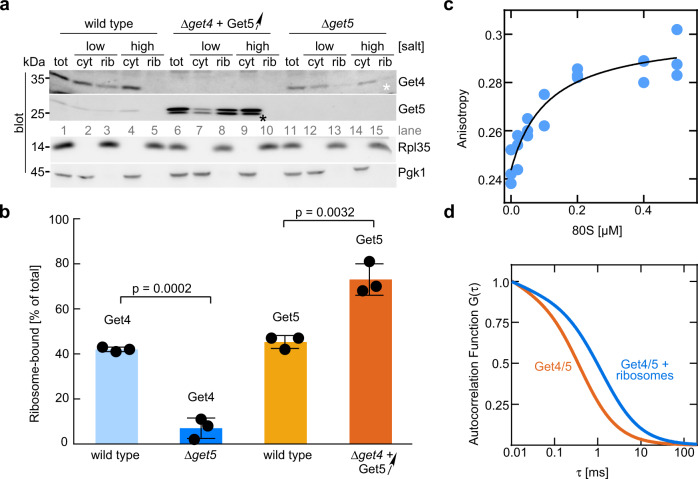
The Get4/5 complex binds to ribosomes with high affinity. **a** The Get4/5 complex binds to ribosomes via Get5. Total cell extracts (tot) of wild type, a Δ*get4* strain overexpressing Get5 (Δ*get4* + Get5↑, Supplementary Fig. 1), or a Δ*get5* strain were separated into a cytosolic fraction (cyt) and a ribosomal pellet (rib) under low salt (120 mM KOAc) or high salt (800 mM KOAc) conditions. The black asterisk indicates the fraction of overexpressed Get5 migrating with lower molecular mass, likely due to partial degradation of overexpressed Get5. The white asterisk indicates the fraction of aggregated Get4, which sediments together with ribosomes under high salt conditions in the absence of Get5. Aliquots were analyzed via immunoblotting with α-Get4, α-Get5, α-Rpl35 (ribosomal marker), and α-Pgk1 (cytosolic marker). **b** Quantification of the fraction of Get4 and Get5 bound to ribosomes. Given is the fraction of Get4 or Get5 recovered in low salt ribosomal pellets (rib) compared with the total (rib+cyt) based on the analysis of experiments as shown in **a**. Get4 or Get5 recovered in high salt ribosomal pellets was subtracted as a background. The results of each biological replicate are shown as black dots. Error bars indicate the standard deviation of the mean. Indicated *p* values were calculated using a two-sided Student’s *t* test with GraphPad Prism. **c** Get4/5 binds to purified 80S ribosomes with high affinity. Fluorescence anisotropy-based binding assays were performed with Get4/5-Atto390 (20 nM) and purified 80S ribosomes (see Methods). The data were fit to a one site, saturation binding curve, from which the equilibrium dissociation constant and the standard error of the mean (*K*_d_ = 110 ± 40 nM) was determined using GraphPad Prism. **d** Get4/5 binding to the 80S ribosome monitored by FCS. Autocorrelation functions are represented for Get4/5-Atto655 alone (red) and in complex with the 80S ribosomes (blue). Concentrations of Get4/5-Atto655 and 80S ribosomes were 5 nM and 1 µM, respectively.

### Get4/5 binds to non-translating ribosomes with high affinity

In order to determine the affinity of Get4/5 to 80S ribosomes, the Get4/5 complex was purified, Get4 was labeled with a fluorescent dye Atto390 (Get4/5-Atto390, see Methods) and the binding was monitored using the change of the anisotropy of the fluorophore. Fluorescence anisotropy changes followed a saturation binding curve reflecting a single binding site with a *K*_d_ of 110 ± 40 nM (Fig. 1c). To monitor the interaction between Get4/5 and the ribosome directly, single molecule fluorescence correlation spectroscopy (FCS) was used (Fig. 1d and Supplementary Table 1). FCS reveals the diffusion times of molecules as they move through the confocal volume of a microscope. As the 80S ribosome (3.2 MDa^26^) is much larger than Get4/5 (120 kDa, α_2_β_2_ complex), the diffusion time of Get4/5 alone will be much faster than when it is in complex with the ribosome. For FCS experiments, Get4/5 was labeled with Atto655 and the diffusion properties of Get4/5-Atto655 were studied with or without ribosomes. Fitting the FCS autocorrelation functions showed that in the sample with Get4/5-Atto655 alone, the majority of the molecules moved with an average diffusion time of 0.39 ms; a small fraction of molecules that diffused more rapidly likely represented residual free dye (Supplementary Table 1). From the diffusion time of Get4/5-Atto655, we calculated a diffusion coefficient of 87 ± 2 μm^2^ s^−1^, which is close to the value of 70 μm^2^ s^−1^ estimated based on the size^27^ and hydrodynamic radius^28^ of Get4/5. Addition of 80S ribosomes changed the diffusion time dramatically to approximately 1.6 ms for 67% of Get4/5-Atto655 molecules, reflecting Get4/5/80S complex formation. From the diffusion time, we calculated a diffusion coefficient of 20 μm^2^ s^−1^, which is close to that expected for diffusion of the 80S ribosome (12–18 μm^2^ s^−1^)^29,30^. Together, the data confirm that Get4/5 binds to ribosomes directly and indicate that the affinity of Get4/5 for empty ribosomes is in the submicromolar range (see also Supplementary Note 1).

### Get5 contacts Rpl35 and Rpl26 at the ribosomal tunnel exit

We next focused on the identification of contacts between Get5 and ribosomal proteins using a crosslinking approach (Fig. 2a). To enhance the occupancy of ribosomes with Get4/5 during crosslinking, we overexpressed Get4 and an N-terminally His_6_-tagged Get5 variant (His_6_Get5), or, as a control, Get4 and untagged Get5. Ribosomes from these strains were isolated under low salt conditions, crosslinking was performed, and His_6_Get5 crosslink products were purified under denaturing conditions via Ni-NTA (Fig. 2a and Supplementary Fig. 2a). Analysis of the Ni-NTA-purified material revealed several His_6_Get5 crosslink products in the low and high molecular mass ranges (Fig. 2b). The most prominent crosslink products comprised the complex of two Get5 moieties (His_6_Get5xHis_6_Get5) and the complex of Get4 and Get5 (Get4xHis_6_Get5) (Fig. 2b and Supplementary Fig. 2b). The same approach was used for cells overexpressing His_6_-tagged Get4 (His_6_Get4) and untagged Get5; however, no additional crosslink products were detected besides the His_6_Get4xGet5 product (Supplementary Fig. 2b). His_6_Get5 crosslink products were initially probed with antibodies from our collection (α-RPP0/uL10, α-Asc1/RACK1, α-Rps3/uS3, α-Rps9/uS4, α-Rps20/uS10, α-Rpl4/uL4, α-Rpl17/uL22, α-Rpl31/eL31, α-Rpl25/uL23, α-Rpl16/uL13, α-Rpl26/uL24, and α-Rpl35/uL29, see Source Data file). This analysis revealed that α-Rpl26 and α-Rpl35 recognized a His_6_Get5 crosslink product of approximately 40 kDa, which corresponds to the expected mass of Rpl26xHis_6_Get5 or Rpl35xHis_6_Get5, respectively (Get5: 25 kDa, Rpl26: 14 kDa, Rpl35: 14 kDa) (Fig. 2c, Rpl35-XL and Rpl26-XL).

**Fig. 2:**
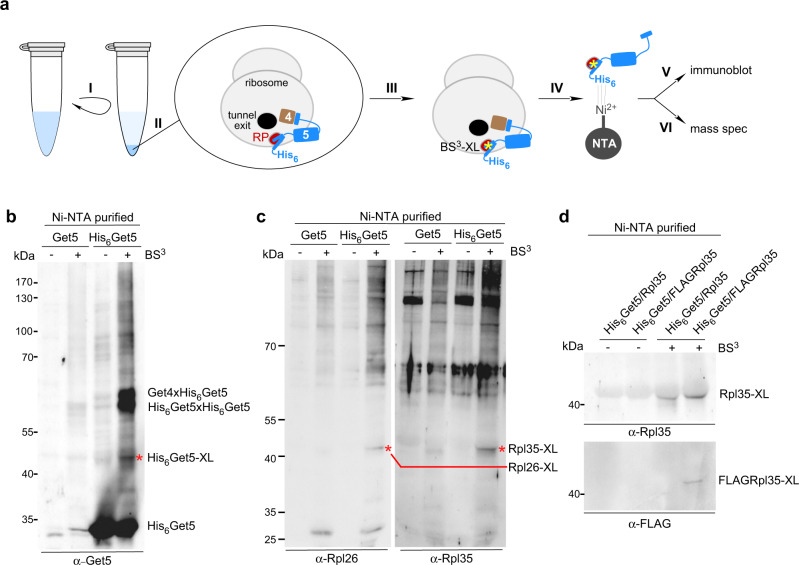
Ribosome-bound Get5 contacts Rpl26 and Rpl35 at the ribosomal tunnel exit. **a** Crosslinking analysis of ribosomal protein contacts. Ribosomes in total cell extract were (I) collected via centrifugation, (II) resuspended in low salt buffer, and (III) crosslinked with the homobifunctional, amino reactive crosslinker BS^3^. (IV) The crosslinked material was denatured and subsequently His_6_Get5-containing crosslink products were isolated via Ni-NTA purification (see Methods). His_6_Get5 and crosslinked proteins, termed Ni-NTA purified His_6_Get5, was analyzed (V) via immunoblotting with antibodies recognizing candidate ribosomal proteins and (VI) via mass spectrometry (see Supplementary Fig. 2). For simplicity, only one heterodimeric subcomplex of the Get4_2_Get5_2_ tetramer is depicted in all cartoons. **b**, **c** Immunodetection of Get5 crosslink products. His_6_Get5, with or without crosslinking, was purified via Ni-NTA as described in **a** from cells expressing either His_6_Get5, or, as a control, untagged Get5. Aliquots of the indicated samples were analyzed via immunoblotting with α-Get5 (**b**), α-Rpl26, or α-Rpl35 (**c**). Red asterisks indicate crosslink products, recognized by α-Get5 (His_6_Get5-XL in **b**), α-Rpl26, or α-Rpl35 (Rpl26-XL, Rpl35-XL in **c**). Crosslink products between His_6_Get5 and Get4 subunits are indicated (see also Supplementary Fig. 2b). **d** Identification of Rpl35 as a crosslink partner of Get5. Ni-NTA purified His_6_Get5 was generated as described in panel **a** from cells coexpressing His_6_Get5 and FLAG-tagged Rpl35 (FLAGRpl35). Aliquots were analyzed via immunoblotting with α-Rpl35 (upper panel) or α-FLAG (lower panel).

In a parallel approach, crosslinked, Ni-NTA purified His_6_Get5 and appropriate controls (Supplementary Fig. 2c) were analyzed by mass spectrometry (see Methods, Supplementary Dataset 1, and Source Data file). From the data obtained by mass spectrometry, potential ribosomal crosslinking partners of His_6_Get5 were selected based on the following criteria: (i) the analysis was confined to core ribosomal proteins (RPs); (ii) only those RPs were selected for which the total spectral counts of His_6_Get5xRP was at least 1.4-fold increased compared to the Get5xRP control; and (iii) the *p* value was ≤0.01 (Supplementary Dataset 1). Only four large subunit ribosomal proteins (Rpl20/eL20, Rpl23/uL14, Rpl26/uL24, and Rpl37/eL37) and two small subunit ribosomal proteins (Rps19/eS19 and Rps29/uS14) met these criteria (Table 1). The mass spectrometry approach confirmed Rpl26 as a contact of ribosome-bound His_6_Get5, however, did not identify Rpl35 as a crosslinking partner of His_6_Get5. We therefore tested whether the crosslinked species recognized by α-Rpl35 (Fig. 2c) was indeed His_6_Get5xRpl35. To that end, we employed strains expressing FLAG-tagged Rpl35 (FLAGRpl35) or endogenous untagged Rpl35 in a His_6_Get5 background. After crosslinking and purification a ~40 kDa crosslink product was detected by both α-Rpl35 and α-FLAG specifically in the His_6_Get5/FLAGRpl35 strain (Fig. 2d). The combined data identify two major ribosomal contacts of Get5 as proteins Rpl26 and Rpl35. Of note, Rpl26 and Rpl35 localize adjacent to each other in the proximity of the ribosomal tunnel exit (see also Fig. 3 and Supplementary Fig. 3). The reason why the crosslink of His_6_Get5 to Rpl35 was not identified via the mass spectrometry approach remains unclear; we note that small proteins containing a large number of positively charged lysine and arginine residues are frequently difficult to identify via mass spectrometry analysis^31^(Supplementary Fig. 2d).

**Table 1:** Contacts of Get5 to ribosomal proteins identified by mass spectrometry.

Hit	MW (kDa)	Coverage (%)	*p* value	Total spectra	His_6_-Get5/Get5 (total spectra)
Rpl20a (eL20)	20.4	62	0.0001	405	1.45
Rpl23a (uL14)	14.5	43	0.0078	31	1.47
Rpl26b (uL24)	14.2	30	0.00036	23	1.44
Rpl37a (eL37)	9.9	25	0.0088	25	1.60
Rps19a (eS19)	15.9	34	0.00011	21	1.47
Rps29a/b (uS14)	6.7	70	0.0044	71	1.79
His_6_-Get5	23.7	84	0.0001	757	5.29
Get4	36.3	43	0.0001	152	3.15
Sgt2	37.2	14	0.0015	9	n.d. (0 in Get5 control)

Given are the conventional yeast names of ribosomal proteins and in brackets their names according to the unified nomenclature^77^. The *p* value was determined by a one-way ANOVA test (performed in Scaffold and followed by a Benjamini–Hochberg correction) and core ribosomal proteins with a *p* value <0.01 were selected according to their enrichment in the His-tagged sample with a 1.4-fold enrichment used as a threshold (see Supplementary Dataset 1).

**Fig. 3:**
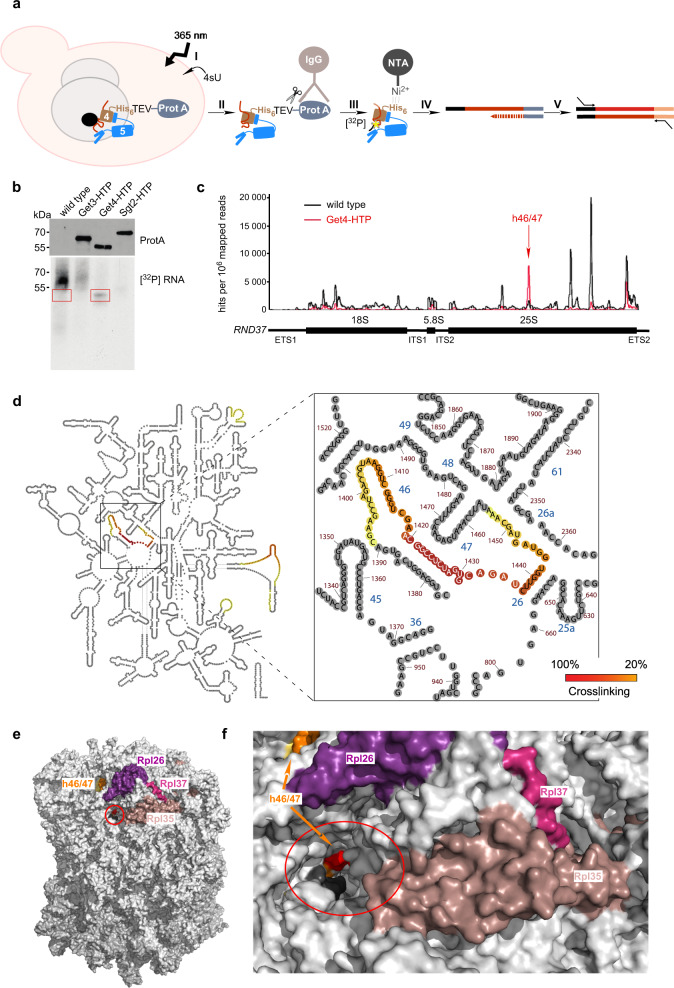
Ribosome-bound Get4 contacts h46/47 of the 25S rRNA. **a** Crosslinking and analysis of cDNA (CRAC). (I) Yeast expressing His_6_-TEV-ProtA-tagged (HTP-tagged) Get4 (Get4-HTP) was grown in the presence of 4-thiouracil (4sU) and was then crosslinked via irradiation at 365 nm. (II) Get4-HTP-containing complexes were purified under native conditions, RNA was trimmed, and TEV protease-mediated cleavage was performed. (III) RNA fragments were [^32^P]-labeled, adaptors were ligated, His_6_Get4-containing crosslink products were denatured, and purified via Ni-NTA. (IV) cDNA libraries were generated, (V) amplified by PCR, and sequenced. Yeast cell (pink), ribosome (gray), polypeptide tunnel exit (black), crosslinked rRNA (red), Get4/5 as in Fig. 2a. **b** Get4 contacts RNA. ProtA-purified, trimmed, [^32^P]-labeled, and crosslinked material (ProtA immunoblot, upper panel) and 6 h autoradiography ([^32^P]-labeled RNA, lower panel) of the indicated strains. Membrane regions, which were employed for further analysis as shown in panels **c** and **d** are boxed in red. **c** Get4 contacts 25S rRNA h46/h47. Sequencing reads mapping to nucleotides of the *S. cerevisiae RDN*37 rDNA sequence. Get4-HTP (red) and wild type (black). Shown is a representative experiment of two biological replicates (accession code GSE151664). PCR amplification (panel **a**, step V) was 35 cycles for wild type, and 24 cycles for Get4-HTP. **d** Heat map of Get4 contacts to 25S rRNA. 25S rRNA secondary structure and zoom into the rRNA region crosslinked to Get4^72^. Red (100%) indicates the maximum number of reads obtained, lower numbers of reads (>20%) are shown in shades of orange–yellow. **e** Contacts between Get4/5, ribosomal proteins, and rRNA. Surface representation of the yeast 80S ribosome (PDB 4V88^78^). 60S (light gray) and 40S (gray). Contacts of Get5 to ribosomal proteins close to the tunnel exit: Rpl26 (deep purple), Rpl35 (dirty violet), Rpl37 (hot pink). A red circle indicates the ribosomal tunnel exit. Additional contacts of Get5 are shown in Supplementary Fig. 3j and Table 1. **f** Zoom into the ribosomal tunnel. Color code as in panel **e**. The tunnel exposed β-sheet of Rpl17 is indicated in black. Contacts of Get4 to h46/h47 of the 25S rRNA are as in **d** (see Supplementary Fig. 3k).

### Get4 contacts helix 46/47 of the 25S ribosomal RNA

To map the binding site of Get4/5 on the ribosome in more detail, we utilized the method of crosslinking and analysis of cDNA (CRAC)^32,33^. 

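CRAC identifies RNA fragments that are crosslinked to a tagged protein in living cells. The yeast strain BY4741 was grown with 4-thiouracil, which is incorporated into RNA as 4sU and crosslinks to nearby protein under light of 365 nm. A crosslinked 4sU is often read as C during cDNA synthesis, so that a T-C substitution marks the position of the crosslink. The libraries analyzed were 1 from wild type, in which no protein carried the HTP-tag, and 2 from Get4-HTP. The Get4-HTP libraries are named Get4-HTP 1 and Get4-HTP 2. The wild type library had been amplified with 35 PCR cycles and the Get4-HTP libraries with 24 cycles. Libraries of Get3-HTP, Sgt2-HTP or HTP-tagged Get5 were not analyzed here. The authors trimmed the reads, discarded short reads, collapsed identical reads with the same UMI and mapped the remaining reads to the yeast genome. They kept only reads with a single T-C mutation. The pyPileup program of the pyCRAC package then counted the reads that covered each nucleotide of 8 rDNA segments (hits) and the reads with a substitution or deletion there. The deposited counts were not normalized. They listed 107659 mapped reads for wild type, 614992 for Get4-HTP 1 and 933943 for Get4-HTP 2. Every substitution in the files was at a T and no deletion was listed.

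The segments were joined in transcript order to RDN37. The spacers repeat 4 nucleotides of the neighboring rRNAs, and these were counted once. The joined sequence had 6858 nucleotides, which is the length of RDN37-2 in the RefSeq annotation of assembly R64. The build used by the authors is not named, so chromosome coordinates are not given. Positions are counted from nucleotide 1 of the 25S rRNA, as in Fig. 3d. RDN37 received 403056 hits in wild type, 913351 in Get4-HTP 1 and 1002810 in Get4-HTP 2. These hits came with 12920, 28542 and 28887 substitutions, respectively. Hits per read in 25S were 30.8, 32.1 and 36.0, which is the mean length over which 1 read was counted, and neighboring nucleotides therefore share most of their reads. The hits of each library were divided by their sum over RDN37 and are given as shares of RDN37 hits. The annotation lists 2 copies of the 25S gene (RDN25-1 and RDN25-2). The files list only the segments of copy 2, and how reads from near-identical copies were assigned is not stated in the paper's text. As there was 1 wild type library, differences between Get4-HTP and wild type have no replicate check on the wild type side, and no p values were computed. The headers of wild type and Get4-HTP 1 carry the same run code and the header of Get4-HTP 2 carries another. Each run code therefore has at most 1 library of each strain.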

In these experiments, proteins expressed with a His_6_-TEV-ProtA-tag (HTP-tag) are crosslinked to their associated RNAs in vivo and subsequently RNA fragments protected by the HTP-tagged protein are identified (Fig. 3a). Yeast strains expressing C-terminally HTP-tagged Get4, and as controls Get3 and Sgt2, from their genomic loci were generated (Supplementary Fig. 3a, b). For reasons unknown and despite repeated attempts, the strain expressing Get5-HTP from the *GET5* genomic locus displayed growth defects and a low Get5-HTP expression level (Supplementary Fig. 3a, b). Thus, plasmid encoded N- or C-terminally HTP-tagged Get5 constructs were expressed in a Δ*get5* strain (Supplementary Fig. 3c, d). Crosslinking of the HTP-tagged proteins to cellular RNAs revealed that only Get4-HTP was specifically crosslinked to RNA (Fig. 3b and Supplementary Fig. 3e). The membrane area containing RNAs specifically crosslinked to Get4-HTP, and the equivalent area of the wild type lane, were excised (Fig. 3b). RNAs were eluted, reverse transcribed and cDNA libraries amplified by PCR (Supplementary Fig. 3f) were subjected to next-generation sequencing. Analysis of the relative distributions of normalized, mapped sequencing reads (Supplementary Fig. 3g) derived from different classes of RNAs revealed enrichment of tRNA sequences with Get4-HTP compared with the wild type control (Supplementary Fig. 3h, upper panel and Supplementary Table 2). The relative distribution of sequencing reads derived from different tRNA isoacceptors was, however, not significantly altered between the wild type and Get4-HTP samples (Supplementary Fig. 3i). Non-specific enrichment of tRNAs with RNA-binding proteins during CRAC was previously reported and likely reflects the high abundance of tRNAs and their accessibility for crosslinking, rather than specific interactions^34^. We thus did not follow up on this observation. 

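Sense reads on the rRNA segments, which were RDN18, RDN58, RDN25, RDN5 and the spacers, numbered 13924 in wild type, 30541 in Get4-HTP 1 and 30264 in Get4-HTP 2. They made up 12.9% of all mapped reads in wild type (Wilson 95% confidence interval 12.7% to 13.1%). In Get4-HTP 1 they made up 4.97% (4.91% to 5.02%) and in Get4-HTP 2 3.24% (3.20% to 3.28%). The denominator was all mapped reads, tRNA reads included. The lower panel of Supplementary Fig. 3h compares classes of RNA other than tRNA, and the read numbers of those classes were not used here. Reads on 25S made up 7.96% of mapped reads in wild type, 3.13% in Get4-HTP 1 and 2.29% in Get4-HTP 2. For 18S the values were 2.95%, 1.22% and 0.652%, and for 5S they were 0.437%, 0.238% and 0.117%. A read across a segment boundary can be counted in both segments. The intervals cover counting error only. The Get4-HTP libraries lay closer to each other than to wild type in each of these shares.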

Analysis of the relative distributions of sequencing reads among other classes of RNA revealed an increased proportion of rRNA sequences associated with Get4-HTP compared with the wild type (Supplementary Fig. 3h, lower panel). Therefore, the numbers of sequencing reads in the wild type and Get4-HTP data sets mapping to each nucleotide of the *RDN37*, encoding the initial pre-rRNA transcript containing the 25S, 18S, and 5.8S rRNA sequences, were analyzed. This revealed that Get4-HTP, but not the wild type control, specifically crosslinked to a stretch of ~70 nucleotides encompassing helices h46 and h47 of 25S rRNA domain III (Fig. 3c, d). Thus, Get4 did not form significant crosslinks with ribosomal proteins, (Supplementary Fig. 2b), however, was in close proximity to 25S rRNA h46/h47 (Fig. 3d). These data suggest that the minor fraction of Get4, which was bound to ribosomes in the absence of Get5 (Fig. 1a, b) results from low-affinity binding of Get4 to rRNA.

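The share of RDN37 hits in 25S was 65.5% in wild type, 67.7% in Get4-HTP 1 and 76.9% in Get4-HTP 2. The Get4-HTP mean of 72.3% ± 6.48 (SD, n = 2) differed from wild type by slightly more than the SD between the Get4-HTP libraries. Without the part of 25S around h46/h47 that is described for Fig. 3c, the 25S share was 64.3% in wild type and 59.8% and 53.8% in the Get4-HTP libraries. 18S held 24.1% of RDN37 hits in wild type and 22.0% ± 5.05 (SD, n = 2) in Get4-HTP, a difference smaller than the spread between the Get4-HTP libraries. The smallest rRNA of the transcript, encoded by RDN58, held 7.74% in wild type and 4.53% ± 0.847 (SD, n = 2) in Get4-HTP. The spacers together held 2.60% in wild type and 1.16% ± 0.573 (SD, n = 2) in Get4-HTP. For RDN58 and the spacers the distance to wild type was larger than the spread between the Get4-HTP libraries. These totals include the part around h46/h47, which held 3.54% of RDN37 hits in wild type, 19.7% in Get4-HTP 1 and 49.9% in Get4-HTP 2. That part lowers the shares of the other segments more in Get4-HTP than in wild type. The shares of 18S, RDN58 and the spacers were not computed without it. They therefore do not show whether each of these segments itself differed from wild type. Of the hits outside that part, 25S held less in both Get4-HTP libraries than in wild type. The other segments together thus held more of these hits than in wild type.

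RDN37 was also divided into 138 bins of 50 nucleotides, and the libraries were compared across bins by the log2 share of hits. A pseudocount of 1% of the mean bin was added. Get4-HTP 1 and Get4-HTP 2 had Pearson's r = 0.899 and Spearman's rho = 0.912. Wild type and Get4-HTP 1, which share a run code, had r = 0.922 and rho = 0.909. Wild type and Get4-HTP 2 had r = 0.822 and rho = 0.832. These 3 correlations are across bins of rRNA, which are not independent replicates. On the linear scale, which gives more weight to the highest bins, r between the Get4-HTP libraries was 0.854, and this alternative moved the value most. It also changed the order, as wild type had r = 0.647 with Get4-HTP 1 and 0.267 with Get4-HTP 2.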

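The highest nucleotide of 25S was 1428 in Get4-HTP 1 and 1426 in Get4-HTP 2, and in both libraries it was also the highest nucleotide of RDN37. In wild type it was nucleotide 3188. Nucleotides above 20% of the 25S maximum, the limit of Fig. 3d, were taken from the mean of the Get4-HTP libraries after each had been scaled to its maximum. The run around the maximum extended from 1392 to 1451 and was 60 nucleotides long. It lies within the nucleotides colored in the zoom of Fig. 3d, which match 1391 to 1454 of 25S. In Get4-HTP 1 alone the run extended from 1394 to 1452 and in Get4-HTP 2 alone from 1391 to 1449. Its length moved most with a limit of 50% of the maximum, which left 36 nucleotides. The sequence of the stretch in the files, in DNA letters, is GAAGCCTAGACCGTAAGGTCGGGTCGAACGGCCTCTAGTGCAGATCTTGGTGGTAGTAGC. It lies in RDN25-2 (YNCL0021C), which has 3396 nucleotides.

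The highest nucleotide of the stretch had 411 hits in wild type, 5298 in Get4-HTP 1 and 12872 in Get4-HTP 2. As a share of RDN37 hits, this maximum was 5.69 times that of wild type in Get4-HTP 1 and 12.6 times in Get4-HTP 2, with a mean of 9.14 ± 4.88 (SD, n = 2). On the scale of Fig. 3c the maximum was 3818 hits per 1000000 mapped reads in wild type, 8615 in Get4-HTP 1 and 13782 in Get4-HTP 2. The ratios to wild type on that scale were 2.26 and 3.61. The scale of Fig. 3c, with a mean ratio of 2.93, moved the value most as a factor, and raw hits without scaling, with a mean of 22.1, moved it most as a difference. The whole stretch held 3.54% of RDN37 hits in wild type, 19.7% in Get4-HTP 1 and 49.9% in Get4-HTP 2. Even coverage of RDN37 would give it 0.875%. The share relative to wild type was 5.58 in Get4-HTP 1 and 14.1 in Get4-HTP 2. The spread between the Get4-HTP libraries was thus large, and both values lay above wild type. When T-C substitutions were counted in place of hits, the stretch held 3.55% in wild type (Wilson 95% confidence interval 3.25% to 3.89%), 19.1% in Get4-HTP 1 (18.6% to 19.5%) and 48.1% in Get4-HTP 2 (47.5% to 48.7%).

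The stretch had been defined by the maximum of these Get4-HTP libraries, so a high rank among windows was partly built in. It was compared with the 6652 other windows of 60 nucleotides along RDN37 that did not overlap it and had wild type hits. Neighboring windows share nearly all their nucleotides, so they are not independent. In Get4-HTP 2 none of these windows had as high a ratio to wild type. In Get4-HTP 1 there were 9 with at least as high a ratio. These 9 lie between nucleotides 55 and 150 of ETS2, where no nucleotide had more than 1 hit in wild type or 2 hits in Get4-HTP 1. Other runs of 25S above 20% of the maximum were 1 in Get4-HTP 1, from 3172 to 3213, and 0 in Get4-HTP 2. In wild type there were 7 such runs, and 1 of them, from 1419 to 1443, was in the stretch and reached 33.7% of the wild type maximum.

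Of the 138 bins, 3 had a share at least 2 times that of wild type in both Get4-HTP libraries. Bin 1400 to 1449 was higher by factors of 5.61 and 13.6 and bin 1350 to 1399 by 3.13 and 15.9. The third, from 550 to 599, was higher by 2.07 and 2.06 but had fewer hits per 1000000 mapped reads than wild type in both libraries. In 30 bins the share was at most 50% of that of wild type in both. Per 1000000 mapped reads, 1 bin was at least 2 times higher and 105 were at most 50% of wild type in both libraries. From the distribution of reads over RDN37 in Fig. 3c, d, the paper concludes that Get4-HTP, and not the wild type control, was specifically crosslinked to h46/h47.

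**Figure D1:**
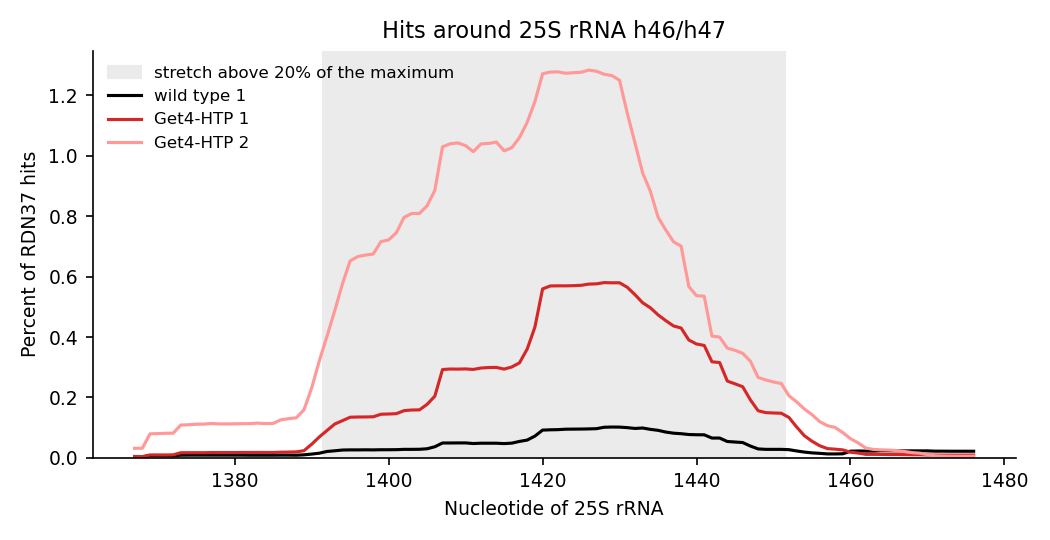
Percent of RDN37 hits at each nucleotide around 25S h46/h47 in wild type 1 (black), Get4-HTP 1 (red) and Get4-HTP 2 (pink), 1 line per library. The gray area is the stretch from 1392 to 1451, and the lines of both Get4-HTP libraries lie above wild type throughout it.

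**Figure D2:**
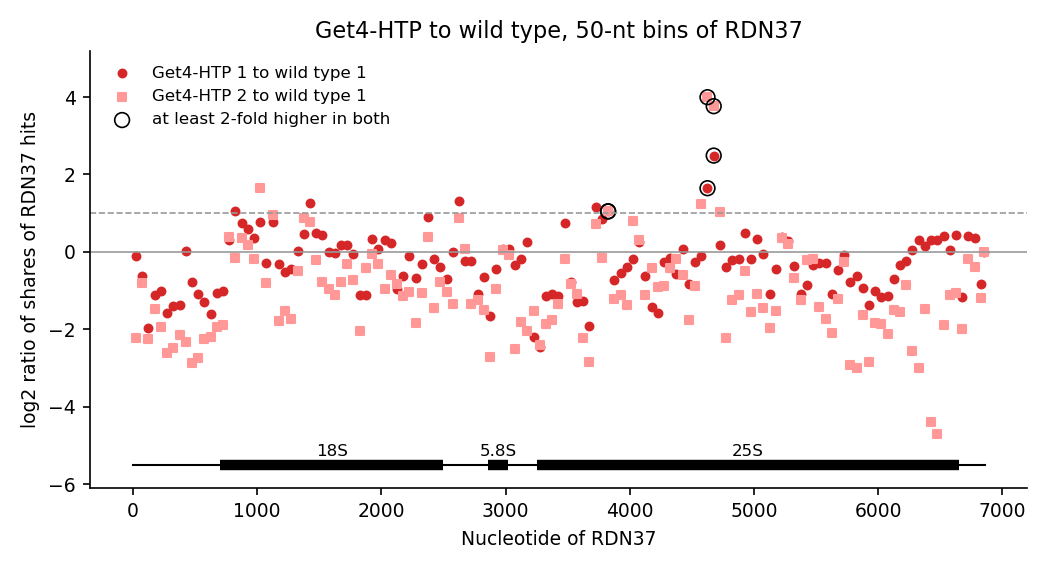
The log2 ratio of the share of RDN37 hits, Get4-HTP 1 (red circles) or Get4-HTP 2 (pink squares) to wild type 1, in each of the 138 bins along RDN37. Open circles mark the 3 bins at least 2 times higher in both libraries, the solid line is a ratio of 1 and the dashed line a ratio of 2.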

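With 4sU, T-C substitutions are used to locate the crosslink within the bound fragment. The stretch from 1392 to 1451 has 13 T positions. Nucleotide 1430 carried 399 of its 459 substitutions in wild type, 5254 of 5444 in Get4-HTP 1 and 12350 of 13895 in Get4-HTP 2. The substitution is written T1430C, counted from nucleotide 1 of 25S. It was present in 97.3% of the 410 wild type reads over this nucleotide (Wilson 95% confidence interval 95.3% to 98.5%). In Get4-HTP 1 it was present in 99.3% of 5293 reads (99.0% to 99.5%) and in Get4-HTP 2 in 98.5% of 12533 reads (98.3% to 98.7%). The interval of wild type overlapped that of Get4-HTP 2 and lay below that of Get4-HTP 1. With all 3 shares near 100%, they leave little room for a difference between the strains. T1430C made up 3.09% of all RDN37 substitutions in wild type, 18.4% in Get4-HTP 1 and 42.8% in Get4-HTP 2.

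Among T positions of RDN37 with at least 100 hits, nucleotide 1430 had the highest share of substituted reads in each of the 3 libraries. These positions numbered 255 in wild type, 536 in Get4-HTP 1 and 369 in Get4-HTP 2, and their median shares were 5.71%, 5.96% and 3.81%. The next highest share was 79.8% in wild type, at nucleotide 413 of 25S. It was 79.3% in Get4-HTP 1 and 87.8% in Get4-HTP 2, both at nucleotide 97. The 15 nucleotides on either side of 1430 read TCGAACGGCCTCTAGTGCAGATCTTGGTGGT in the files (1415 to 1445).

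**Figure D3:**
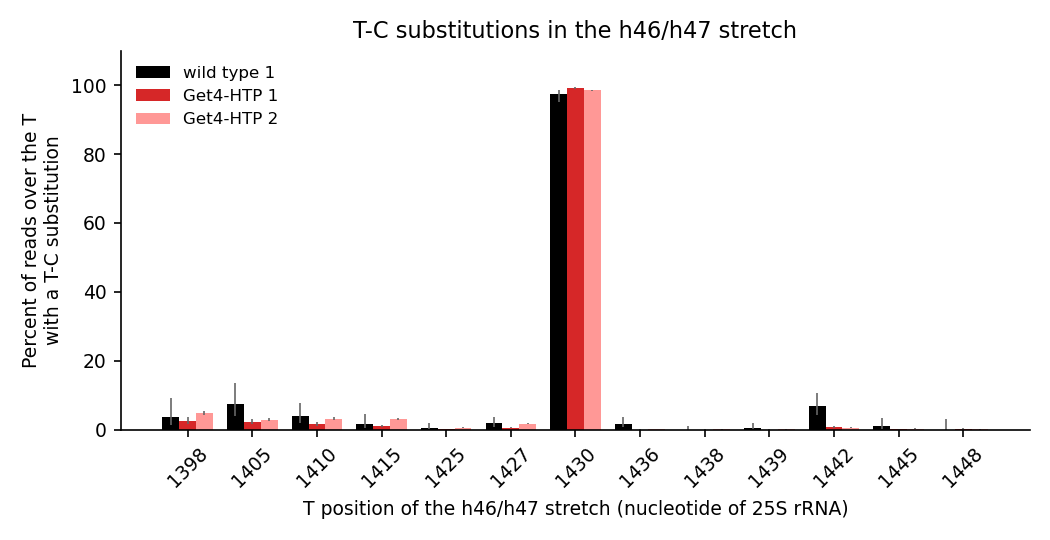
Percent of reads over each of the 13 T positions of the stretch that carried a T-C substitution, in wild type 1 (black), Get4-HTP 1 (red) and Get4-HTP 2 (pink). Bars are single libraries and error bars are Wilson 95% intervals. Position 1430 is between 97.3% and 99.3% in all 3 libraries.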

In summary, five 60S ribosomal proteins were identified as crosslinking partners of Get5 (Table 1, Fig. 3e and Supplementary Fig. 3j). Three of these, Rpl26, Rpl37, and Rpl35, form a cluster, ideally positioned to provide an extended binding surface for the Get4/5 complex in close proximity of the ribosomal tunnel exit (Fig. 3f and Supplementary Fig. 3k, l). Of particular note is the Get4/5 contact to Rpl35, as eukaryotic SRP^4,35,36^, nascent polypeptide associated complex (NAC)^37,38^, the amino peptidase Map1^39^, and the Sec61 translocon^40,41^ all interact with Rpl35. Get4 contacts h46/47 of the 25S rRNA adjacent to Rpl26, which is located at the surface of the ribosome and partially within the ribosomal exit tunnel (Supplementary Fig. 3k). Additional contacts of Get5 (Rpl20, Rpl23, Rps19, and Rps29) faced the opposite side of the ribosome (Supplementary Fig. 3j) and the relevance of these contacts requires further investigation.

### Get4/5 and SRP possess overlapping ribosome-binding sites

The findings described above (Figs. 2, 3e, f, Supplementary Fig. 3k, l) suggested that the ER-targeting factors Get4/5 and SRP^4,35,36^ have overlapping ribosome-binding sites. To test this possibility, we employed a yeast in vitro translation system, in which we generated RNCs carrying the yeast TA protein Sec22 as a nascent chain (Supplementary Fig. 4a). RNCs and ribosome-associated factors can be affinity purified via a FLAG-tag fused to the N-terminus of the nascent chain (Supplementary Fig. 4b). In order to test the effect of the emerging TA sequence, a linker of increasing length was added to Sec22 following the C-terminal TA sequence (RNCs-Sec22 + 10–60), Fig. 4a and Supplementary Fig. 4a). In a first series of experiments, RNCs carrying Sec22, Sec22 + 10, or Sec22 + 20, with the TA sequence inside of the ribosomal tunnel, were tested for the binding of Get4/5 and SRP (Supplementary Fig. 4c, d). After in vitro translation, 2–3% of ribosomes were isolated as RNCs carrying FLAG-tagged nascent chains (Supplementary Fig. 4c and^42^). When RNCs carried the most N-terminal 100 residues of the soluble protein Pgk1 as a nascent chain ~2% of Get4/5 and 0.3% of SRP were associated (Supplementary Fig. 4c). When RNCs, however, carried nascent Sec22 with the TA sequence inside of the tunnel, binding of Get4/5 was increased to 3–6% and that of SRP to 2–3% (Supplementary Fig. 4c). Binding of Get4/5 to RNCs-Sec22 or RNCs-Sec22 + 60 was independent of Sgt2 or Get3, confirming that Get4/5 was bound to RNCs carrying FLAG-tagged nascent chains (Supplementary Note 2 and Supplementary Fig. 4e, f). The combined data confirm previous findings indicating that a TA sequence/TM domain inside of the ribosomal tunnel enhances the affinity of Get4/5 and SRP for ribosomes^4,18,24^. Moreover, the side-by-side analysis of Get4/5 and SRP (Supplementary Fig. 4c) suggested that the two targeting factors display similar affinities for ribosomes containing a TA sequence within the ribosomal tunnel. To further substantiate competition between Get4/5 and SRP, we employed the SRP substrate Dap2, a type 2 membrane protein, the early targeting steps of which were characterized in detail^18,42,43^. SRP binds with low affinity to RNCs carrying the N-terminal 60 residues of Dap2 (RNCs-Dap2-60)^18^, which contain the Dap2 TM domain (residues 30-45) inside of the ribosomal tunnel (Supplementary Fig. 4g). To test whether Get4/5 affected this low-affinity binding of SRP to RNCs-Dap2-60, SRP binding was studied in the presence or absence of Get4/5 (Fig. 4b). The occupancy of RNCs-Dap2-60 with SRP was significantly increased when Get4/5 was absent from the reaction (Fig. 4b). We conclude that Get4/5 and SRP compete for ribosome binding when a TM domain is inside of the ribosomal tunnel (Supplementary Fig. 4c, Fig. 4b, and Supplementary Note 3).

**Fig. 4:**
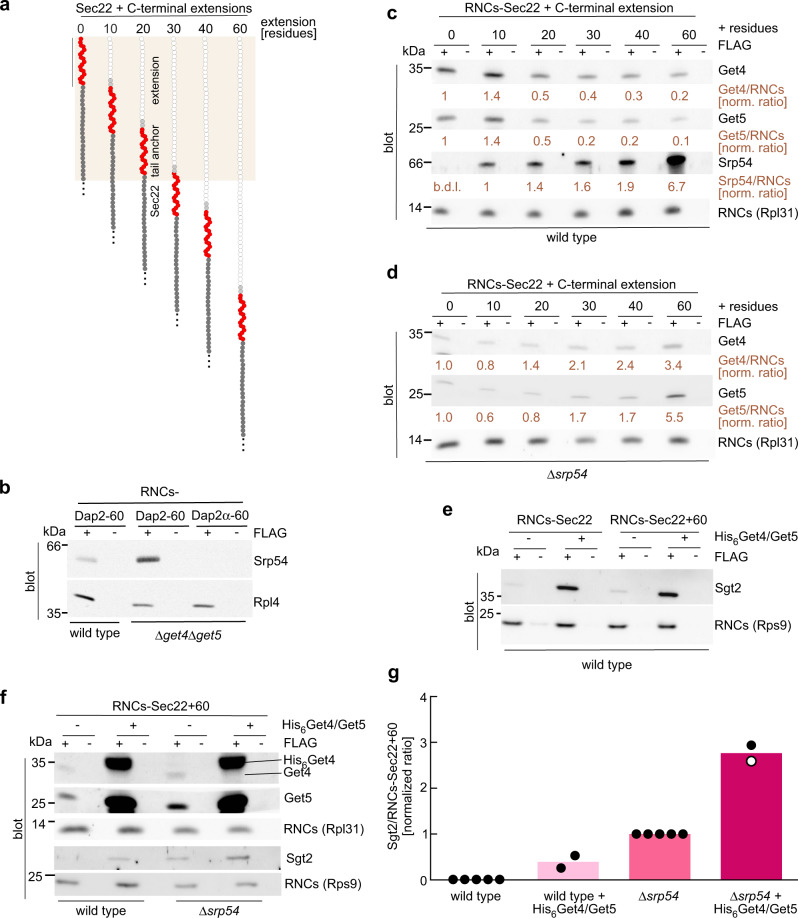
Competition between Get4/5 and SRP with respect to ribosome-binding. **a** Schematic representation of in vitro analyzed RNCs. The C-terminus of the tail-anchor (TA) protein Sec22 was extended by 10–60 residues. Estimate of the nascent chain covered by the ribosomal tunnel^43^ (beige), Sec22 (dark gray, tail-anchor in red, C-terminal extension in light gray and white; for details see Supplementary Fig. 4a). **b** SRP binding to RNCs-Dap2-60 is enhanced in the absence of Get4/5. FLAG-tag pull-down reactions (see Methods and Supplementary Fig. 4b) with FLAG-tagged (+FLAG) or non-tagged (−FLAG) Dap2-60 or Dap2α−60 (control without TM domain^18^) were generated in translation extracts as indicated (Supplementary Fig. 4f). The relative amount of RNCs (Rpl4) and bound SRP (Srp54) was assessed by immunoblotting. **c**–**d** SRP reduces binding of Get4/5 to RNCs when the TA sequence is exposed outside of the ribosomal tunnel. RNCs carrying FLAG-tagged Sec22 variants (**a**) were generated in a wild type (**c**) or Δ*srp54* translation extract (**d**). FLAG-pull-down reactions were performed as in **b** and intensities of immunostained bands were determined densitometrically. Relative ratios of Get4/Rpl31, Get5/Rpl31, and Srp54/Rpl31 were calculated and the ratio obtained for RNCs-Sec22 was set to 1; as the intensity of Srp54 on RNCs-Sec22 was below the detection limit (b.d.l.), RNCs-Sec22+10 were used for Srp54 normalization. See also Supplementary Fig. 4c. **e** Recruitment of Sgt2 to RNCs-Sec22 depends on Get4/5. FLAG-tag pull-down reactions were performed as in **b**. As indicated (+), purified His_6_Get4/Get5 (2 µM) was added prior to the translation reaction. **f** Sgt2 recruitment to RNCs-Sec22+60 is enhanced at high ribosome occupancy with Get4/5, or when SRP is absent. FLAG-tag pull-down reactions were performed and analyzed as in **b** with His_6_Get4/Get5 addition as in **e**. RNCs (Rps9 or Rpl31). **g** Quantification of Sgt2 recruitment to RNCs-Sec22+60. Ribosome-binding of Sgt2 was analyzed as in **f**. Shown are the normalized mean of five (wild type and Δ*srp54*) and two (wild type and Δ*srp54* + His_6_Get4/Get5) biological replicates (bars) and the result of each experiment (dots) (see Methods).

The analysis was then extended to RNCs bound to Sec22 with longer C-terminal extensions (Fig. 4a). Exposure of the TA sequence outside of the ribosomal tunnel resulted in reduced binding of Get4/5, while at the same time binding of SRP was strongly increased (Fig. 4c). This observation suggests that Get4/5 cannot bind if SRP is bound to RNCs exposing a TM domain. To test this directly, RNCs were generated in an in vitro translation reaction lacking SRP (Fig. 4d and Supplementary Fig. 4f). When SRP was absent, the amount of Get4/5 bound to RNCs remained high, even when the TA sequence was accessible (Fig. 4d). We conclude that tight binding of SRP to ribosomes exposing an SRP recognition sequence disfavors ribosome-binding of Get4/5.

### Ribosome-bound Get4/5 recruits Sgt2 to facilitate TA protein transfer to Sgt2

The Get4/5 complex forms an elongated heterotetramer^11,28^, which interacts with Sgt2 via the ubiquitin-like (UBL) domain of Get5^11,44^. As Sgt2 is the GET pathway component, which first captures newly synthesized TA proteins, we asked whether ribosome-bound Get4/5 is able to interact with Sgt2 and by that, positions Sgt2 in close proximity of the tunnel exit (Supplementary Fig. 4h). FLAG-tag pull-down experiments with RNCs-Sec22 (TA sequence within the ribosomal tunnel) revealed that the amount of ribosome-associated Sgt2 was close to the detection limit of the Sgt2 antibody, and the result remained ambiguous (Fig. 4e, lane 1 and 2). We reasoned that if Get4/5 indeed recruited Sgt2, a higher occupancy of RNCs with Get4/5 should result in enhanced recruitment. To test this possibility, purified His_6_Get4/Get5 was added to pull-down reactions (Fig. 4e and Supplementary Fig. 4i, j). Indeed, when the occupancy of RNCs with Get4/5 was high, significantly more Sgt2 was associated with RNCs-Sec22, even though the concentration of Sgt2 in the reaction remained unaltered (Fig. 4e, lanes 3 and 4). A similar increase in Sgt2 recruitment was observed when purified His_6_Get4/Get5 was added to RNCs-Sec22 + 60, which expose the TA sequence outside of the ribosomal tunnel (Fig. 4e, lanes 5–8). Binding of Get4/5, as well as Get4/5-dependent binding of Sgt2, was also tested with RNCs carrying Sed5 or Bos1 (Supplementary Fig. 4k). RNCs-Sed5 + 60 or -Bos1 + 60 recruited Get4/5 and a low amount of Sgt2, close to the detection limit of the Sgt2 antibody, in a wild type translation extract (Supplementary Fig. 4k). When His_6_Get4/Get5 was added to the reaction, binding of Sgt2 was strongly enhanced (Supplementary Fig. 4k). Consistent with enhanced association of Get4/5 with RNCs-Sec22 + 60 in the absence of SRP (Fig. 4d, f), Sgt2 recruitment to RNCs-Sec22 + 60 was increased in the absence of SRP, and was further stimulated about 3-fold when purified His_6_Get4/Get5 was added to the reaction (Fig. 4f, g).

Proximity of nascent Sec22 (with TA inside of the ribosomal tunnel) and Sec22 + 60 (with TA outside of the ribosomal tunnel) to SRP, Get4/5, and Sgt2 was further analyzed by crosslinking (Supplementary Fig. 5a). SRP did not contact nascent Sec22, however, was in direct contact with nascent Sec22 + 60 (Fig. 5a, see Fig. 4c for occupancy of RNCs-Sec22/Sec22 + 60 with SRP). Thus, a bona fide TA sequence served as an SRP recognition sequence when it was exposed as a nascent chain outside of the ribosomal tunnel. We did not detect crosslinks between Get4 or Get5 and nascent Sec22 + 60 (Supplementary Fig. 5b, c), or between Sgt2 and nascent Sec22, even when the occupancy of RNCs-Sec22 with Get4/5 and Sgt2 was high (Supplementary Fig. 5d, see Fig. 4e for occupancy of RNCs-Sec22 with Sgt2). However, when ribosomes carried nascent Sec22 + 60, and thus the TA sequence was exposed, Sgt2 was crosslinked to the nascent chain (Fig. 5b, c). In a wild type translation extract, crosslinking between Sgt2 and nascent Sec22 + 60 was weak, in some experiments barely above the detection limit (Fig. 5b, c). Crosslinking between Sgt2 and nascent Sec22 + 60 was significantly increased when SRP was absent (Fig. 5b) or when the occupancy of RNCs-Sec22 + 60 with Get4/5 was high (Fig. 5c). Thus, the extent of crosslinking between Sgt2 and nascent Sec22 + 60 correlated with the occupancy of RNCs-Sec22 + 60 with Get4/5/Sgt2 (Fig. 4e, f). The ribosome binding and crosslinking data shown in Figs. 4 and 5 are consistent with the well-characterized properties of SRP, which efficiently interacts with nascent TM domains, and Get4/5, which does not interact with TA sequences directly^1,5,15,16^. In addition, the data reveal that Sgt2 was recruited to RNCs via Get4/5 even before the TA sequence emerged from the tunnel (Fig. 4e), but moved into close proximity to the nascent TA protein only after the TA sequence had emerged from the ribosomal tunnel (Fig. 5b, c).

**Fig. 5:**
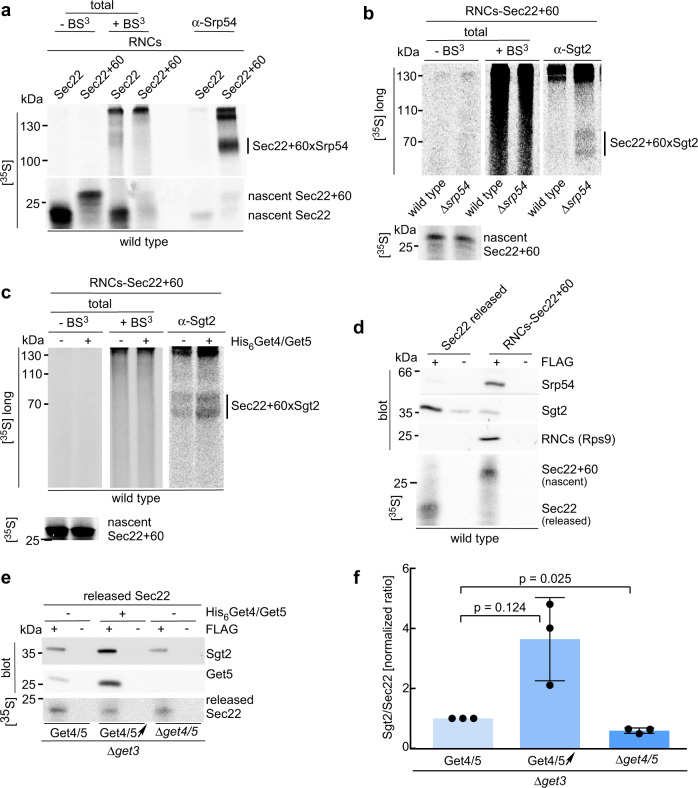
Ribosome-bound Sgt2 is in contact with a nascent TA sequence. **a** SRP contacts the TA sequence of nascent Sec22+60 exposed outside of the ribosomal tunnel. RNCs carrying radiolabeled nascent Sec22 or Sec22+60 were crosslinked with BS^3^ and SRP was affinity purified with α-Srp54. Total (5%) translation reactions before (−BS^3^) or after (+BS^3^) crosslinking. See Supplementary Fig. 5a and Methods. Shown is an autoradiograph; Sec22+60xSrp54 represents the crosslink product between Srp54 and nascent Sec22+60. **b** Sgt2 contacts nascent Sec22+60 when SRP is absent from the reaction. Radiolabeled RNCs-Sec22+60 generated in wild type or Δ*srp54* translation extracts were analyzed as detailed in **a** using α-Sgt2 for affinity purification of crosslink products. Sec22+60xSgt2 represents crosslink products between Sgt2 and nascent Sec22+60. **c** Sgt2 contacts nascent Sec22+60 when RNCs are highly occupied with Get4/5. Radiolabeled RNCs-Sec22+60 were analyzed with or without purified His_6_Get4/Get5 (2 µM) (Supplementary Fig. 4i). **d** Ribosome-released Sec22 is mainly bound to Sgt2, whereas nascent Sec22+60 is mainly bound to SRP. FLAG-tag pull-down reactions were performed with radiolabeled FLAG-tagged Sec22 and RNCs-Sec22+60 (Supplementary Fig. 4b and Supplementary Fig. 5f). Samples containing similar amounts of released Sec22 or RNCs-Sec22+60 were analyzed for binding of SRP (Srp54) or Sgt2 via immunoblotting. α-Rps9 was employed to detect RNCs. **e** Ribosome-bound Get4/5 improves the capture of released Sec22 by Sgt2. Radiolabeled released Sec22 was generated in Δ*get3* or Δ*get3*Δ*get4*Δ*get5* translation extracts (Supplementary Fig. 4f). When indicated (+), purified His_6_Get4/Get5 (2 µM) was added prior to the translation reaction. FLAG-tag pull-down reactions were performed and equal amounts of affinity purified, released Sec22 were analyzed for Sgt2 and Get4/5 (Get5). **f** Quantification of the capture of released Sec22 by Sgt2. The relative efficiency with which Sgt2 was bound to released Sec22 (**e**) was determined (see Methods). Shown is the mean of three independent experiments (bars), with the standard deviation, and the result of each experiment (dots). *p* values were calculated by one-way ANOVA with GraphPad Prism.

In vivo, TA sequences do not exit the ribosomal tunnel during ongoing translation, and emerge only after translation termination (Supplementary Fig. 5e). To investigate TA recognition during peptide release, we produced a ribosome-released TA protein by programming the yeast translation extract with an mRNA encoding full-length Sec22 including the stop codon (Supplementary Fig. 5f). We first assessed how much Sgt2 or SRP was bound to released Sec22 compared with nascent Sec22 + 60. To control for equal loading, released Sec22 and nascent Sec22 + 60 were labeled with [^35^S]-methionine (Fig. 5d). Consistent with previous data^1,5,15,16^, Sec22 released upon translation was mainly bound to Sgt2 (Fig. 5d and Supplementary Fig. 5g and h), whereas nascent Sec22 + 60 was mainly associated with SRP (Fig. 5d). These data raised the question of whether the Get4/5-dependent recruitment of Sgt2 to ribosomes (Fig. 4) facilitated the capture of released Sec22 by Sgt2. As Get4/5 has an additional role during a later step of the GET pathway when the TA protein is transferred from Sgt2 to Get3, the analysis was performed in the absence of Get3^45^. To that end, capture of Sec22 by Sgt2 was analyzed in a Δ*get3* translation extract with or without addition of purified His_6_Get4/5, and in a Δ*get3*Δ*get4*Δ*get5* translation extract (Fig. 5e and Supplementary Fig. 4f). In this setup, addition of purified His_6_Get4/Get5 consistently enhanced binding of Sec22 to Sgt2 by more than twofold (Fig. 5e, f). Moreover, a smaller fraction of Sec22 was bound to Sgt2 when Get4/5 was absent from the reaction (Fig. 5e, f). We conclude that Get4/5 is not only required for the transfer of TA proteins from Sgt2 to Get3^1,5,10,15,16,45^, but prior to that, Get4/5 facilitates efficient transfer of TA proteins to Sgt2 upon ribosome-release.

### In vivo binding of Sgt2 to ribosomes depends on Get4/5

The above findings suggested that in living cells, a fraction of Sgt2 could be ribosome-bound. Previous analysis failed, however, to provide evidence for a ribosome-bound pool of Sgt2^24^. Based on the above data, we revisited the question of ribosome-binding of Sgt2 in vivo. For that purpose, we increased sample loading and further optimized immunoblotting with the highly specific, but poorly sensitive Sgt2 antibody (Fig. 6a). A minor portion of Sgt2 was detected in ribosomal fractions of a wild type cell extract under low salt conditions and was released by high salt treatment (Fig. 6a). Moreover, when Get4/5 was overexpressed the fraction of ribosome-bound Sgt2 was increased (Fig. 6a, b). Ribosome profile analysis in the wild type strain, a strain overexpressing Get4/5, and a Δ*get4*Δ*get5* strain was conducted to further validate Get4/5-dependent binding of Sgt2 to translating ribosomes (Fig. 6c). To enhance detection of factors bound to polysomes, a modified ribosome profile protocol, which combines the polysome fractions prior to analysis was developed (see Methods). In a total extract derived from wild type a small fraction of Sgt2 co-migrated with ribosomes (Fig. 6d, fractions 5–19), in the extract from Get4/5 overexpressing cells the fraction of Sgt2 in ribosome fractions was increased more than twofold (Fig. 6e, fractions 5–19), and when Get4/5 was absent, the amount of Sgt2 associated with ribosomes was strongly reduced (Fig. 6f, fractions 5–19). The fraction of SRP associated with ribosomes was largely unaffected by the level of Get4/5 (Fig. 6d, f, fractions 5–19); this finding is in line with the observation of Get4/5-independent binding of SRP to the ribosome. Increasing the expression level of Get4/5 resulted in a significantly higher occupancy of ribosomes with Get4/5, which in turn resulted in a higher occupancy of ribosomes with Sgt2 (Fig. 6a and d-f). Together, these data support the requirement of Get4/5 for ribosome recruitment of Sgt2.

**Fig. 6:**
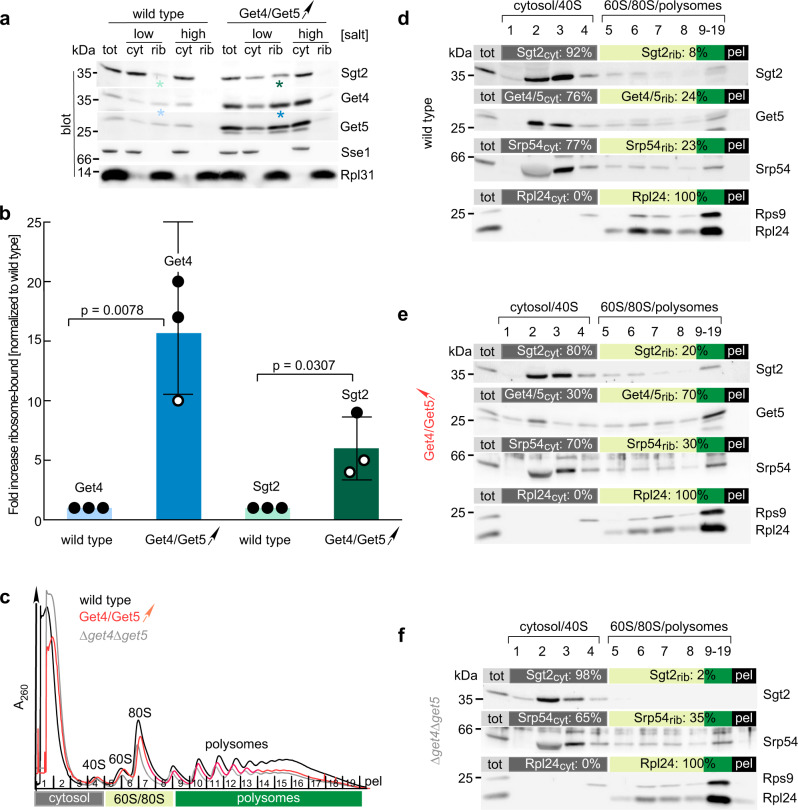
Sgt2 is recruited to translating ribosomes via Get4/5 in vivo. **a** Sgt2 is associated with ribosomes in a Get4/5-dependent manner. Total cell extract (tot) of wild type or a strain overexpressing Get4/5 (Get4/Get5↑) was analyzed as described in Fig. 1a. Aliquots were analyzed by immunoblotting with α-Get4, α-Get5, α-Sgt2, α-Rpl31 (ribosomal marker), and α-Sse1 (cytosolic marker). Colored asterisks indicate the bands analyzed in **b**. **b** Ribosome occupancy with Sgt2 is enhanced upon overexpression of Get4/5. Ribosome-binding of Get4 and Sgt2 under low salt conditions was analyzed as in **a**. Shown is the mean (bars with standard deviation) of three independent experiments (dots). Values obtained for the wild type were set to 1. Indicated *p* values for Get4 or Sgt2 were calculated according to a two-sided Student’s *t* test using GraphPad Prism. The color code of the bars corresponds to the asterisks in **a**. **c** Ribosome profile analysis reveals a sub-population of Sgt2 in polysome fractions, which depends on the presence of Get4/5. Sucrose density gradient centrifugation was performed with total cytosolic extract prepared from wild type (black), cells overexpressing Get4/Get5 (Get4/Get5↑) (red), or Δ*get4*Δ*get5* cells (light gray). Indicated in dark gray are the major cytosolic fractions and 40S particles (1–4), in light green (5–8) fractions containing 60S and 80S ribosomal particles, and dark green (9–19) polysome fractions. **d**–**f** Aliquots of individual fractions 1–8, pooled fractions 9–19, and the pellet fraction at the bottom of the gradient tube (pel) (see **c**) were analyzed via immunoblotting with α-Sgt2, α-Get5, α-Srp54, the 40S subunit (α-Rps9), and the 60S subunit (α-Rpl24) (for details see Methods). The total (tot) corresponds to 5% of the cytosolic extract loaded onto the gradient. The distribution of ribosome-bound factors between cytosol and ribosomes was estimated as follows. Intensities of immunostained bands in fractions 1–19 (100% = total intensity of fractions 1–19) was determined for each ribosome-bound factor. The percentage of each ribosome-bound factor in the cytosolic fractions 1–4 (cyt: %) and in the ribosomal fractions 5–19 (rib: %) was calculated relative to the total. The color code is as in **c**.

## Discussion

In this work, we show how newly synthesized tail-anchored proteins are captured upon their emergence from the ribosomal tunnel. Five major conclusions can be drawn from the results of this study: (i) Get4/5 binds directly to the ribosome via the Get5 subunit; (ii) Get4/5 and SRP have overlapping binding sites and compete with each other for binding to the ribosome; (iii) ribosome-bound Get4/5 recruits Sgt2; (iv) ribosome-associated Sgt2 contacts exposed TA sequences; and (v) Get4/5-dependent ribosome recruitment of Sgt2 improves capture of TA proteins released to the cytosol upon translation termination.

### Get5 mediates binding of Get4/5 to the ribosome

Get5 has a modular architecture, which allows it to interact with different partner proteins. The N-terminal domain of Get5 stably binds to its partner Get4, whereas the adjacent UBL domain provides the binding site for the interaction with Sgt2, and the C-terminal domain is responsible for self-assembly into a stable homodimer^11,46^. Our analysis reveals that, in addition, Get5 contacts ribosomal proteins Rpl26 and Rpl35 close to the ribosomal tunnel exit. Which domain of Get5 mediates binding to the ribosome is currently unknown. We consider it unlikely that ribosome binding involves the N-terminal or the UBL domains, because ribosome-bound Get5 is in a complex with Get4 and can interact with Sgt2. A possible candidate is the C-terminal homodimerization domain, the function of which is presently not understood^11^. As the C-terminal domain of Get5 is negatively charged, it seems possible that electrostatic interactions mediate binding to positively charged patches within its ribosomal contact site (Supplementary Fig. 3l). Interestingly, the homodimerization domain of Get5 is not conserved in the mammalian Get5 homolog UBL4A^11^. This would be consistent with the observation that mammalian UBL4A does not directly bind to ribosomes^19^ (see also below).

### Ribosome binding of Get4/5 versus SRP: competition modulated by the emerging nascent chain

The amounts of SRP (~8000 molecules per cell^42,47^) and Get4_2_Get5_2_ (~5000 molecules per cell^47^) in living yeast cells are similar. Both proteins are much less abundant than cytosolic ribosomes, which are present at ~300,000 molecules per yeast cell^42^. This stoichiometry suggests that Get4/5 has to scan ribosomes in order to identify those carrying cognate nascent substrates, as it is well documented for SRP^4,21,48^. SRP and Get4/5 display surprisingly similar affinities for vacant ribosomes, with a *K*_d_ of 110 ± 40 nM for Get4/5 (this study) and 71 ± 36 nM^49^ or 120 ± 29 nM^50^ for SRP. Binding of Get4/5 and SRP to the ribosome is enhanced when a nascent TA sequence/TM domain enters the exit tunnel (^4,18,24^ and this study). Furthermore, the affinities of Get4/5 and SRP for translating ribosomes with a TA sequence/TM domain inside the exit tunnel resemble each other. These binding properties allow the two targeting factors to freely bind and dissociate from ribosomes in dynamic cycles and scan for TM domains emerging inside of the tunnel. Once a nascent TM domain becomes exposed outside of the tunnel, SRP binds to it with >1000-fold higher affinity^49^, whereas the affinity of Get4/5 remains largely unaffected (this study, see Supplementary Note 3).

### Get4/5 functions as an adaptor of Sgt2 at the tunnel exit

Our findings reveal that Get4/5 does not only scan ribosomes but also recruits Sgt2 into close proximity of the tunnel exit. At this earliest stage of membrane protein synthesis, both Get4/5 and SRP sample ribosomes in dynamic equilibrium (Fig. 7 stage I). Depending on the type of membrane protein, either translation continues after synthesis of the TM domain, or translation termination occurs. If translation continues, an internal TM domain emerges from the tunnel, to which SRP binds with high affinity, thereby excluding Get4/5 from scanning the ribosome (Fig. 7 stage II and III). If translation termination occurs, the TM domain turns into a TA sequence, to which SRP does not bind with high affinity, Get4/5 scanning continues (Fig. 7 stage IV), and allows Sgt2, poised at the tunnel exit, to capture the released TA sequence (Fig. 7 stage V–VI).

**Fig. 7:**
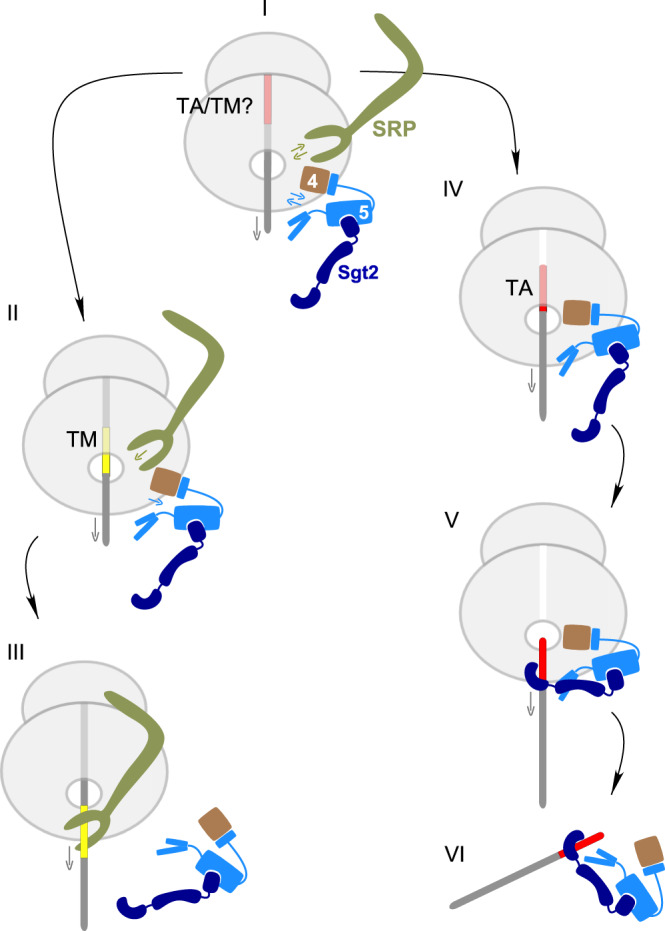
Model of TM domain capture upon exit from the ribosomal tunnel. (I) A sequence with the characteristics of a hydrophobic α-helical transmembrane domain emerges from the peptidyl transferase center and enters the ribosomal tunnel. At that point, SRP and Get4/5 cycle on and off ribosomes, as it remains unclear if the hydrophobic sequence is a TM domain (internal transmembrane domain) or a TA sequence (C-terminal transmembrane domain). (II) In case translation continues, the hydrophobic sequence remains ribosome-bound as part of the nascent chain and becomes an internal TM domain. (III) Upon exit from the tunnel, the internal TM domain is recognized by SRP. As SRP now binds with high affinity, the binding and release cycle of Get4/5, and concurrently Sgt2, is interrupted. (IV) If translation termination occurs immediately after synthesis of the hydrophobic domain, which is then termed TA sequence, SRP is not efficiently recruited to the now non-translating ribosome or the released TA sequence. (V) In this case, Get4/5, and via Get4/5 also Sgt2, continue to sample ribosomes and Sgt2 can capture the TA sequence directly upon arrival at the tunnel exit. Ribosome (light gray), nascent chain (dark gray) TA sequence (red), TM domain (yellow), Get4 (brown) Get5 (light blue), Sgt2 (dark blue), SRP (green). TA (C-terminal tail-anchor sequence) and TM (internal transmembrane domain).

### Transfer of TA proteins to Sgt2 after release from the ribosome

Sgt2 contains a tetratricopeptide repeat domain, which interacts with cytosolic chaperones, including the Hsp70 homolog Ssa^10,51,52^. It was recently shown that the interaction of Sgt2 with Ssa is required for the efficient capture of TA proteins by Sgt2^45^. Of note, the experimental setup of that study is significantly different from ours, as it employed either purified TA proteins, or newly synthesized TA proteins generated in an *Escherichia coli* translation system supplemented with yeast GET components and chaperones^45^. As the GET pathway is not conserved in the bacterial system, we consider it unlikely that Get4/5/Sgt2 binds to the *E. coli* ribosome. This may explain the strong tendency of the TA protein to aggregate even when Get4/5 and Sgt2 were added to the *E. coli* translation reaction. Vice versa, even though Get4/5 significantly enhanced Sgt2-binding to a released TA protein in the yeast translation system, Get4/5 was not strictly required for the capture in our experimental system. Based on the data from the Shan lab^45^ and our observations, we suggest that Ssa may facilitate the Get4/5-independent, posttranslational capture of TA proteins by Sgt2 in the yeast translation system, which contains Ssa and other cytosolic chaperones in high concentrations.

### The mammalian system: similarities and differences between Get4/5/Sgt2 and BAG6/SGTA

Mammalian cells express a complex consisting of GET4 (Get4 homolog), UBL4A (Get5 homolog), and BAG6 (no yeast homolog identified), which is termed the BAG6 complex^1,11,14^. In contrast to Get5, UBL4A does not homodimerize and does not directly bind to GET4. Instead, UBL4A and GET4 bind to BAG6 independently of each other^1,11,14,53^. Depletion of BAG6 results in defective TA protein capture by GET3 (Get3 homolog)^19^. Indeed, the BAG6 complex mediates the transfer of TA proteins from SGTA (Sgt2 homolog) to GET3^53,54^ and thus, even though structurally different, functionally resembles the yeast Get4/5 complex^10^. In contrast to Get4/5, however, substrate proteins can interact directly with the BAG6 complex via its BAG6 subunit^11,19,55,56^. Moreover, BAG6 recruits the ubiquitin ligase RNF126, which polyubiquitinates proteins bound to BAG6 inducing subsequent degradation by the proteasome^11,14,56^. Owing to its physical interaction with GET pathway components, as well as the proteolytic system, BAG6 is involved in the triage of newly synthesized proteins between biosynthesis and degradation^11,14^. Although the latter function is not conserved in yeast, the BAG6 complex is recruited to ribosomes via the BAG6 subunit and in this respect resembles the yeast homolog Get4/5^19^. The function of ribosome-bound BAG6 in mammalian cells is currently unclear. Based on the observations in this study, one could envisage that SGTA is recruited to the BAG6 complex via the UBL4A subunit. However, a recent finding reveals that this is not the case, even though SGTA binds to the mammalian ribosome^57^. Seemingly, in the mammalian system the interaction between SGTA and the ribosome is direct and independent of the BAG6 complex^57^. Similar to Sgt2, however, SGTA interacts with TM domains emerging from the ribosomal tunnel and shields them from off-pathway reactions^57^. Thus, although yeast and mammals employ different mechanisms to anchor the Get4/5/BAG6 complex and Sgt2/SGTA to ribosomes, the function of the ribosome-bound GET components in capturing TA proteins appears conserved.

## Methods

### Yeast strains and plasmids

Yeast strains and plasmids are listed in Supplementary Table 3. BY4741^58^ and MH272-3fα^59^ represent the wild type strains for all mutant strains employed in this study. The FLAGRpl35 strain was previously described^60^. Δ*get3*Δ*get4*Δ*get5* was generated by mating of Δ*get3*α with Δ*get4*Δ*get5*a^24^ followed by sporulation and tetrad dissection. The Δ*get3*Δ*sgt2* strain was generated by introducing a *sgt2*::*URA3* deletion cassette^24^ into the Δ*get3* strain. Yeast genomic DNA from MH272-3fα or BY4741 was used for PCR amplification of *SGT2, GET4*, and *GET5*, for the construction of *E. coli* and yeast expression vectors. Yeast shuttle vectors for the overexpression of Get4, Get5, N-terminally His_6_-tagged His_6_Get4, and His_6_-tagged His_6_Get5 are based on the pYEP and pRS series^61,62^. pYEplac181-His_6_-Get5 was constructed by replacing the Get5 *orf* in pYEplac181-Get5 with His_6_Get5, which was generated by PCR using synthetic DNA (Bio Cat) as a template (Supplementary Table 4). For in vitro translation experiments Sec22 + 60 was introduced into pSP65 (Addgene) using the EcoRI/XbaI sites. Sec22 + 60 consists of full-length Sec22, which was C-terminally fused to residues 2–61 of yeast Pgk1 via *Xba*I/*Hin*dIII, which introduces a two-residue linker (SR) to the C-terminus of Sec22 (Supplementary Fig. 4a). In vitro translation vectors encoding for FLAG-Sed5 + 60/Sed5 + 60 and FLAG-Bos1 + 60/Bos1 + 60 were constructed in pSP65. FLAG-Sed5 + 60/Sed5 + 60 were constructed by replacing Sec22 in pSP65-Sec22 + 60/pSP65-FLAG-with Sed5 using the EcoRI/XbaI sites. Sed5 + 60 consists of full-length Sed5, a two-residue linker (SR), and residues 2–61 of yeast Pgk1 (Source Data file). FLAG-Bos1 + 60/Bos1 + 60 were generated by PCR from a synthetic DNA template (Eurofins Genomics) (Supplementary Table 4) encoding for FLAG-Bos1 + 60. The PCR products were cloned into the SacI/HindIII site of pSP65. Bos1 + 60 consists of full-length Bos1, a two-residue linker (LQ), and residues 2–61 of yeast Pgk1 (Source Data file). Plasmids for the in vitro translation of Dap2-60 and Dap2α-60 (Source Data file) were previously described^18^. For the expression of His_6_Get4/Get5 in *E. coli* the *GET4*-coding sequence was introduced into the NdeI/EcoRI sites of pET28a (pET28a-His_6_Get4) and the *GET5*-coding sequence was introduced into the NsiI/PacI sites of pETcoco2 (pETcoco2-Get5). For the expression Get4/His_6_Get5, the *GET4* coding sequence was inserted into the *Bgl*II/*Nde*I sites and the *GET5* coding sequence was inserted into the SalI/NotI sites of the pETDuet vector (pETDuet-His_6_Get5-Get4). Yeast strains expressing Get3-HTP, Get4-HTP, Sgt2-HTP, or Get5-HTP from their genomic loci were generated by homologous recombination of an HTP cassette^33^. For the plasmid-based expression of HTP-Get5 or Get5-HTP, the *GET5*-coding sequence was introduced into pRS415-based plasmids for expression of N- or C-terminally HTP-tagged proteins via the *Bam*HI/*Hin*dIII and *Xba*I/*Bam*HI sites, respectively^63^. The Get5-HTP plasmid contains a (Gly)_4_-Ser linker between the *GET5*-coding sequence and the HTP-tag. Plasmids were introduced into a Δ*get5* background and a wild type BY4741 strain carrying the empty pRS415 plasmid (wild type_e.p._) was prepared as a control (Supplementary Table 3). Primers employed in the course of the study are listed in Supplementary Table 4.

### Heterologous expression and purification of GET pathway components from *E. coli*

pET28a-His_6_-Get4 and pETcoco2-Get5 were transformed into *E. coli* BL21(DE3) and expression was induced at 25 °C with 2 mM isopropyl-β-d-1-thiogalactopyranoside. The His_6_Get4/Get5 complex was then purified using Ni-NTA super flow beads according to the manufacturer’s manual under native conditions (QIAGEN) (Supplementary Fig. 4i). Purified His_6_Get4/Get5 was transferred to Hepes buffer (20 mM Hepes/KOH pH 7.4, 2 mM Mg(OAc)_2_, 120 mM KOAc, 5% glycerol, 1 mM phenylmethylsulfonyl fluoride (PMSF)) using PD-10 desalting columns (GE Healthcare) and was then employed in the experiments shown in Figs. 4 and 5. Get4/His_6_Get5 was expressed in *E. coli* BL21(DE3) from plasmid pETDuet-His_6_Get5-Get4. Purification of Get4/His_6_Get5 of was performed using HisTrap HP affinity chromatography (GE Healthcare) followed by size-exclusion chromatography (Superdex 200 10/300 GE Healthcare). Purified Get4/His_6_Get5 was transferred to 50 mM Tris/HCl pH 7.5, 70 mM NH_4_Cl, 30 mM KCl, 7 mM MgCl_2_ buffer using PD-10 desalting columns (GE Healthcare) prior to fluorescent labeling for anisotropy and FCS measurements shown in Fig. 1. Purified proteins were stored at −80 °C.

### Preparation of 80S ribosomes

80S ribosomes and ribosomal subunits were purified from the *Saccharomyces cerevisiae* strain YAS-2488 as described previously^64,65^. Cells were harvested in mid-log phase and resuspended in 1 ml g^−1^ of cells in lysis buffer (20 mM Hepes/KOH pH 7.5, 100 mM KOAc, 2.5 mM Mg(OAc)_2_, 1 mg ml^−1^ heparin sodium salt, 2 mM dithiothreitol (DTT)). Cell pellets frozen in liquid nitrogen were ground using an ultra-centrifugal mill according to the CryoMill protocol (Retsch). The lysate was thawed at 4 °C, 100 µl DNase and one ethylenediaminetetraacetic acid (EDTA)-free protease inhibitor tablet (Roche) was added and incubated at 4 °C for 30 min. The thawed lysate was clarified by centrifugation at 25,000 × *g* in a JLA 16.250 (Beckman Coulter) at 4 °C for 30 min. The salt concentration of the supernatant was increased to 500 mM KCl and was then filtered using 1 µm glass fiber filters (Pall Corporation). Ribosomes in the supernatant were collected through a 1 M sucrose cushion (20 mM Hepes/KOH pH 7.5, 100 mM KOAc, 400 mM KCl, 2.5 mM Mg(OAc)_2_, 1 M sucrose, 2 mM DTT) by centrifugation at 235,000 × *g* at 4 °C for 2 h in a Ti45 rotor (Beckman Coulter). Ribosomal pellets were resuspended in resuspension buffer (20 mM Hepes/KOH pH 7.5, 100 mM KOAc, 400 mM KCl, 2.5 mM Mg(OAc)_2_, 1 mg ml^−1^ heparin sodium salt, 2 mM DTT) and were incubated on ice for 15 min. Ribosomes were collected once more through a 1 M sucrose cushion (20 mM Hepes/KOH pH 7.5, 100 mM KOAc, 400 mM KCl, 2.5 mM Mg(OAc)_2_, 1 M sucrose, 2 mM DTT) at 600,000 × *g* at 4 °C for 30 min in a MLA 130 rotor (Beckman Coulter). Ribosomal pellets were then resuspended in storage buffer (50 mM Hepes/KOH, 100 mM KCl, 250 mM sucrose, 2.5 mM MgCl_2_, 2 mM DTT) at a final concentration of ~10 µM and stored at −80 °C after being flash frozen in liquid nitrogen.

### Fluorescent labeling and fluorescence measurements

Get4/5-Atto655 or Get4/5-Atto390 was generated by fluorescence-labeling purified Get4/His_6_Get5 with a fivefold excess thiol reactive ATTO-655- or ATTO-390-maleimide dye (ATTO-TEC) targeting the surface-exposed cysteine of two cysteines present in Get4 (C177, 255). Note that Get5 does not contain cysteine residues. The reaction was incubated at 20 °C for 2 h and was then quenched with 1 mM DTT. Fluorescence labeled protein was purified from free dye using gel filtration chromatography (Superdex 75). Anisotropy measurements were performed at 20 °C using fluorescence labeled Get4/5-Atto390 in a FluoroMax spectrofluorometer (Horiba Scientific). Samples were excited at 380 nm and the emission at 470 nm was measured. Titrations were performed in a 150 µl cuvette in buffer (50 mM Tris/HCl pH 7.5, 70 mM NH_4_Cl, 30 mM KCl, 7 mM MgCl_2_), the concentration of Get4/5-Atto390 was held constant (20 nM) and increasing concentrations of ribosomes were added from a working stock of 1 µM to final concentrations as indicated (20–500 nM). Anisotropy (*r*) was determined from Eq. 1:

1 $$r = \frac{{I_{VV} - G * I_{VH}}}{{I_{VV} + 2 * G * I_{VH}}}$$

where *I*_*VV*_ are the light intensities with excitation and emission polarizers in the vertical direction and *I*_*VH*_ uses a vertical excitation polarizer and a horizontal emission polarizer. *G* is the G factor measured by Eq. 2:

2 $$G = \frac{{I_{HV}}}{{I_{HH}}}$$

where *I*_*HV*_ are the light intensities with a horizontal excitation polarizer and a vertical emission polarizer and *I*_*HH*_ are the light intensities with horizontal excitation and emission polarizers.

Anisotropy measurements were plotted as a function of increasing ribosomal concentration and fit with Eq. 3.

3 $$A = \frac{{A_\infty * [Rb]}}{{K_d + [Rb]}} + A_0$$

where *A*_∞_ is the anisotropy at saturating concentrations of ribosomes [Rb], *K*_d_ is the equilibrium dissociation constant of the complex, and *A*_0_ is the anisotropy of the free protein.

### Fluorescence correlation spectroscopy

Confocal FCS measurements were performed on a PicoQuant MicroTime 200 inverse time-resolved confocal microscope. We setup the experiment in a volume of 50 µl buffer (50 mM Tris/HCl pH 7.5, 70 mM NH_4_Cl, 30 mM KCl, 7 mM MgCl_2_). The concentration of Get4/5-Atto655 was 5 nM. One to two fluorophore molecules were excited using a 635 nm continuous wave laser at ~80 μW. This signal was further filtered using two 690 nm filters and the cross-correlation of the emitted light was collected. Autocorrelation functions were measured using SymPhoTime 64 software where 314 sample points were collected over a 60 sec time period in the presence and absence of 80S ribosomes (1 μM; diluted from a ca. 10 µM stock in ribosomal storage buffer) and additional unlabeled GET proteins (1 μM final concentration). A minimum of six replicates were performed to produce one average trace and subsequently fit with a two-dimensional diffusion model^66^.

4 $$G\left( t \right) = {\sum} {\frac{\rho }{{\left[ {1 + \left[ {\frac{t}{{\tau _{Diff[i]}}}} \right]} \right]^{\left[ i \right]}}} + G_\infty }$$

*G(t)* is the autocorrelation function and *G*_*∞*_ is the autocorrelation function at infinity. *T*_Diff_ is the diffusion time of the sample and *ρ* is the contribution of the ith diffusing species. After fitting, *T*_Diff_ was determined using Eq. 4 and expressed including the standard error of the parameter obtained from the confidence of the fit. Diffusion coefficients (*D*) were determined using Eq. 5.

5 $$D = \frac{{2 * V_{EFF}}}{{4 * \tau _{Diff} * K * \pi }}$$

where *V*_*Eff*_ is the effective excitation volume and *K* (kappa) is the length to diameter ratio of the focal volume, both determined from the calibration using free ATTO-655 dye^67^. All measurements were performed at room temperature.

### Ribosome-binding assay

Yeast strains were grown to early log phase on YPD, cycloheximide was added to a final concentration of 100 µg ml^−1^ and the cultures were chilled on ice. Cells were harvested by centrifugation at 5000 × *g*. Cell pellets were resuspended in ribosome-binding buffer (20 mM Hepes/KOH pH 7.4, 2 mM Mg(OAc)_2_, 120 mM KOAc, 50 µg ml^−1^ cycloheximide, 2 mM DTT, 1 mM PMSF, protease inhibitor mix: 1.25 µg ml^−1^ leupeptin, 0.75 µg ml^−1^ antipain, 0.25 µg ml^−1^ chymostatin, 0.25 µg ml^−1^ elastinal, 5 µg ml^−1^ pepstatin A) and total cell extracts were prepared by the glass beads method^68^. After a clearing spin at 20,000 × *g*, 60 µl of the total glass beads extract (A_260_ between 80 and 100 mAU) was loaded onto a 90 µl low salt sucrose cushion (25% sucrose, 20 mM Hepes/KOH pH 7.4, 120 mM KOAc, 2 mM Mg(OAc)_2_, 2 mM DTT, 1 mM PMSF, protease inhibitor mix) or a 90 µl high-salt sucrose cushion (25% sucrose, 20 mM Hepes/KOH pH 7.4, 800 mM KOAc, 2 mM Mg(OAc)_2_, 2 mM DTT, 1 mM PMSF, protease inhibitor mix). After centrifugation at 400,000 × g at 4 °C for 25 min, the cytosolic supernatant was collected and the ribosomal pellet was resuspended in 300 µl ribosome-binding buffer. Aliquots of the total cell extract, cytosolic supernatant, and resuspended ribosomes were precipitated by addition of TCA to a final concentration of 5%. TCA pellets were dissolved in SDS sample buffer (20 mM Tris/HCl pH 6.8, 1% SDS, 5 mM EDTA, 0.08% bromphenolblue, 10% glycerol,) and were analyzed on 10% Tris-Tricine gels, followed by immunoblotting. Sse1 or Pgk1 served as cytosolic marker; Rpl35, Rpl31, or Rpl24 served as ribosomal markers.

### Ribosome profile analysis

Ribosome profiles were performed with total glass beads extract prepared as described for the ribosome-binding assay. Total glass beads extract corresponding to 10 *A*_260_ units was loaded onto an 11 ml 15–55% linear sucrose gradient prepared in ribosome-binding buffer (Gradient Master 108, Biocomp). Samples were then centrifuged for 2.5 h at 200,000 × *g* (TH641, Sorvall), and fractionated into 560 µl aliquots with a gradient fractionator monitoring *A*_260_ (Piston Gradient Fractionator, Biocomp). A total corresponding to 5% of the material loaded onto the gradient, aliquots of fractions 1–8 (560 µl each), combined fractions 9–19 (6.2 ml), and the resuspended pellet, which had formed at the bottom of the gradient tube were precipitated by the addition of TCA, and were analyzed on Tris-Tricine gels followed by immunoblotting. Please note, that combined fractions 9–19 correspond to 11 aliquots when compared with the individual fractions 1–8.

### Protein–RNA CRAC

Yeast strains expressing HTP-tagged Get3, Get4, or Sgt2 from their genomic loci or plasmid-derived HTP-tagged Get5 were analyzed by PAR-CRAC^33,69^. Cells were grown exponentially in low uracil media (10 mg/l uracil) supplemented with 100 μM 4-thiouracil before growth for an additional 4 h in the presence of 1 mM 4-thiouracil. 4-thiouridine (4sU)-containing RNAs were crosslinked to associated proteins using 600 mJ cm^−2^ irradiation at 365 nm. Protein–RNA complexes were isolated under native conditions on IgG sepharose and then under denaturing conditions on Ni-NTA. A partial RNase digest was performed using RNace-IT, and co-purified RNAs were 5′ labeled with [^32^P] and were ligated to 3′ and 5′-sequencing adaptors. The 5´adaptor contained an NNNNNAGC unique molecular identifier sequence (UMI) to allow consolidation of multiple sequencing reads derived from the same RNA template. Complexes were separated by NuPAGE and transferred to a nitrocellulose membrane. RNAs were released from the membrane by Proteinase K digestion, isolated and reverse transcribed. The cDNA libraries were amplified by PCR (wild type: 35 cycles, Get4-HTP: 24 cycles) and subjected to Illumina deep sequencing. Sequencing reads were trimmed and quality controlled using Flexbar^70^, reads shorter than 18 nucleotides were discarded. Identical sequencing reads containing the same UMI were collapsed to a single read. The remaining sequences were mapped to the *S. cerevisiae* genome using Bowtie 2^71^. Alignments containing no, or a single, mismatch were allowed and reads were then filtered to retain only those reads containing a single T-C mutation induced by the presence of 4sU. For generating heat maps showing the number of reads mapping to different nucleotides on the secondary structure of the 25S rRNA^72^ and the tertiary structure of the ribosome (PDB 4V88), programming scripts in the programming language Python (version 3.5.2) were used.

### In vitro transcription and translation

DNA templates for transcription reactions were generated by PCR using pSP65-FLAG-Sec22+60 or pSP65-Sec22+60 as templates^42^. Reverse primers were designed such that PCR products encoded stop codon-less Sec22, Sec22+10, Sec22+20, Sec22+30, Sec22+40, or Sec22+60, or the N-terminally FLAG-tagged versions, respectively. In order to generate full-length released Sec22 or FLAG-Sec22 reverse primers containing the *UAG* stop codon were designed. Transcripts were generated using SP6 polymerase (ThermoFischer Scientific)^73^. Yeast translation extract was prepared from yeast strains as indicated in Results and Figure Legends. Cells harvested from 10 l cultures were resuspended in 200 ml sorbitol buffer (1.4 M sorbitol, 50 mM K-phosphate buffer pH 7.4, 10 mM DTT) containing 2 mg zymolyase 20 T (Nacalai Tesque Inc.) g^−1^ cells. After incubation at 30 °C for 30 min, spheroblasts were collected at 4 °C and were resuspended in 300 ml sorbitol buffer (YPD medium containing 1 M sorbitol). After incubation at 22 °C for 90 min, spheroblasts were re-collected, and resuspended in 400 ml sorbitol buffer. The spheroblast suspension was transferred into two 500 ml JA-10 (Beckman Coulter) centrifuge tubes and underlaid with 200 ml of cold sorbitol buffer. After centrifugation at 4000 × *g* for 7 min (JA-10), spheroblasts were washed twice with cold sorbitol buffer and resuspended in 5-10 ml lysis buffer (20 mM Hepes/KOH pH 7.4, 100 mM KOAc, 2 mM MgOAc_2_, 2 mM DTT, 0.5 mM PMSF, 1× protease inhibitor mix). The spheroblast suspension was transferred into a 40 ml dounce homogenizer (Kontes Glass Co.) and spheroblasts were disrupted on ice by douncing with a type B pestle. The resulting extract was centrifuged at 27,000 × *g* in a SS34 rotor (Piramoon Technologies Inc.) for 18 min at 4 °C. The supernatant was collected and centrifuged at 100,000 × *g* in a 70.1 Ti rotor (Beckman Coulter) for 35 min at 4 °C. The supernatant was loaded onto a Superdex-G25 gel filtration column equilibrated with gel filtration buffer (20 mM Hepes/KOH pH 7.4, 100 mM KOAc, 2 mM MgOAc_2_, 2 mM DTT, 0.5 mM PMSF, 20% glycerol) at a flow rate of 1.5 ml min^−1^. Peak fractions with the highest A_260_ were pooled, were supplemented with 1 mM CaCl_2_, were treated with 300 U ml^−1^ micrococcal nuclease (Roche) for 15 min at 20 °C followed by addition of 2 mM EGTA, and aliquots of the resulting yeast translation extract, were stored at −80 °C^74,75^. RNCs were generated via translation reactions primed with the stop codon-less transcripts at 20 °C for 80 min^42,74^. RNCs for chemical crosslinking were generated in the presence of [^35^S]-methionine (Hartmann-Analytic). RNCs were isolated via centrifugation at 400,000 × *g* for 20 min as described^42^. Released Sec22 or FLAG-Sec22 chains for pull-down assays were labeled with [^35^S]-methionine and were isolated away from ribosomes via centrifugation at 400,000 × *g* for 20 min. As indicated purified His_6_Get4/Get5 was added to in vitro translation reactions to a final concentration of 2 µM.

### Chemical crosslinking of His_6_Get5 and Ni-NTA purification under denaturing conditions

Total cell extracts were prepared according to the CryoMill protocol (Retsch^®^). CryoMill powder was dissolved in lysis buffer (20 mM Hepes/KOH pH 7.4, 2 mM Mg(OAc)_2_, 120 mM KOAc, 50 µg ml^−1^ cycloheximide, 2 mM DTT, 1 mM PMSF, protease inhibitor mix) and ribosomes were isolated by a centrifugation step at 400,000 × *g* at 4 °C for 25 min. BS^3^ (bis-(sulfosuccinimidyl)-suberate, spacer length 1.14 nm, Thermo Scientific) was added to resuspended ribosomes to a final concentration of 150 µM, and samples were incubated on ice for 15 min. Crosslinking was then quenched by the addition of Tris base (tris(hydroxymethyl)aminomethane) to a final concentration of 50 mM. Crosslinked ribosomes were re-isolated by ultracentrifugation as described above and ribosomal pellets were resuspended in denaturing binding buffer (8 M urea, 0.1 M sodium phosphate buffer, 0.01 M Tris/HCl, pH 8.0). The material was applied to Ni-NTA super flow beads according to the manufacturer’s manual under denaturing conditions (QIAGEN) using denaturing wash buffer (8 M urea, 0.1 M sodium phosphate, 0.01 M Tris/HCl pH 6.3) and, for the elution of His_6_Get5 and crosslinked proteins denaturing low-pH elution buffer (8 M urea, 0.1 M sodium phosphate, 0.01 M Tris/HCl pH 4.5). TCA was added to the eluates to a final concentration of 5% and protein pellets were dissolved in SDS sample buffer and analyzed on Tris-Tricine gels followed by immunoblotting or analysis by mass spectrometry (Fig. 2a).

### Mass spectrometry

Crosslinked samples were diluted in NuPAGE SDS sample buffer and were run on 4–12% NuPAGE gels (Supplementary Fig. 2c). Each sample was cut into 11 slices and was digested with trypsin. Following digestion, two technical replicates of LC-MS-MS were performed. All peptides were screened against a UniProt yeast database and further analyzed via the Scaffold 4.9.0. software (Supplementary Dataset 1 and Source data file). Selection of ribosomal crosslinking partners of His_6_Get5 (Table 1) is described in Results. Yeast possesses two paralogues (designated a and b) of many ribosomal protein genes. The corresponding proteins often differ in only a few residues. If the mass spec results did not allow to distinguish between a and b forms, the data were included into the same cluster.

### Chemical crosslinking of RNCs and denaturing immunoprecipitation of crosslink products

RNCs prepared by in vitro translation (see above) were separated from cytosolic components and released nascent chains by centrifugation through a sucrose cushion at 400,000 × *g* for 20 min. For that purpose, 60 µl translation reaction were loaded onto a 90 µl cushion (25% sucrose in resuspension buffer: 20 mM Hepes/KOH pH 7.4, 2 mM Mg(OAc)_2_, 120 mM KOAc, 1 mM PMSF, protease inhibitor mix). After resuspension of RNCs in resuspension buffer crosslinking was performed by the addition of BS^3^ to a final concentration of 400 µM for 20 min on ice. Crosslinking reactions were then quenched by the addition of Tris base to a final concentration of 50 mM. Crosslinked protein samples were precipitated by the addition of TCA (final concentration 5%). Pellets were collected by centrifugation and were dissolved in dissociation buffer (200 mM Tris/HCl pH 7.5, 4% SDS; 10 mM EDTA, 100 µg ml^−1^ BSA, protease inhibitor mix, 1 mM PMSF). The resulting denatured protein samples were used to identify crosslink products between SRP, Get4/5, or Sgt2 and nascent chains via affinity purification. For this purpose, protein A sepharose beads (GE Healthcare) were pre-coated with antibodies (Eurogentec) directed against Srp54, Get4, Get5, or Sgt2 and subsequently the denatured crosslinked material was allowed to bind to the beads^42^. Crosslink products bound to protein A sepharose beads were released by addition of SDS sample buffer at 95 °C for 10 min. Samples were analyzed on 10% Tris-Tricine gels followed by autoradiography.

### FLAG-tag pull-down reactions

FLAG-tag pull-down experiments were performed as described^20^. RNCs were separated from cytosolic components by centrifugation through a sucrose cushion as described above, were resuspended in resuspension buffer and were then added to 20 μl of pre-washed Anti-FLAG^®^ M2 affinity beads (FLAG-beads, Sigma) resuspended in 600 μl resuspension buffer. Non-tagged and N-terminally FLAG-tagged RNCs were analyzed in parallel in each experiment to determine background binding (Supplementary Fig. 4b and Supplementary Fig. 5f). Material bound to FLAG-beads was separated on 10% Tris-Tricine gels, transferred to nitrocellulose membranes, and was analyzed via immunoblotting. In case FLAG-tag pull-down experiments were performed with released Sec22 chains, the samples were diluted 1:7 with resuspension buffer and were then subjected to FLAG-tag pull-down reactions. After the binding reaction, FLAG-beads were washed with resuspension buffer and bound material was eluted by incubation with SDS sample buffer at 30 °C for 20 min. Subsequently, SDS sample buffer was removed from the beads, cleared by centrifugation at 5000 × *g* for 30 sec, transferred into a fresh 1.5 ml tube, and boiled at 95 °C for 5 min.

### Quantification of ribosome-bound Sgt2 in FLAG-tag pull-down reactions

The relative occupancy of RNCs with Sgt2 was determined by quantitative analysis of experimental data as shown in Fig. 4f. For each replicate, the amount of Sgt2 and RNCs (Rps9) was determined by densitometry. As a first step, Sgt2 values were normalized for the amount of RNCs (ratio: Sgt2/Rps9). Normalized Sgt2 values obtained for the Δ*srp54* samples were set to 1. The amount of Sgt2 bound to wild-type RNCs-Sec22+60 without addition of purified His_6_Get4/Get5 was below the detection limit of ImageJ.

### Quantification of the capture of released Sec22 by Sgt2

The relative efficiency with which Sgt2 was bound to released Sec22 was determined by quantitative analysis of data as shown in Fig. 5e. For each replicate, the relative amount of Sgt2 was determined by densitometry of immunoblots. In parallel, the amount of [^35^S]-labeled Sec22 was determined by autoradiography. Sgt2 values were normalized for the amount of [^35^S]-labeled Sec22 (ratio: Sgt2/Sec22) and normalized Sgt2 values in the Δ*get3* samples were set to 1.

### Statistics and reproducibility

The following experiments were repeated independently with similar results and represent biological replicates. Figure 1a: *n* = 3. Figure 1c: *n* = 3 for each concentration, except for the measurements at 0.1 µM 80S ribosome concentration, which was *n* = 2. Figure 1d: *n* = 6. Figure 2b–d: *n* = 2. Figure 3b: *n* = 2. Figure 4b: *n* = 2. Figure 4c: *n* = 3. Figure. 4d, e: *n* = 2. Figure. 4f, g: wild type and Δ*srp54* *n* = 5, wild type + His_6_Get4/Get5 and Δ*srp54* + His_6_Get4/Get5 *n* = 2. Figure 5a: *n* = 1. Figure. 5b–d: *n* = 2. Figure 5e: *n* = 3. Figure 6a: *n* = 3. Figure. 6c–f: *n* = 2. Supplementary Fig. 1: *n* = 2. Supplementary Fig. 2a, b: *n* = 2. Supplementary Fig. 2c: *n* = 2 (technical replicates of LC-MS). Supplementary Fig. 3a–e: *n* = 1. Supplementary Fig. 3f: *n* = 2. Supplementary Fig. 4c, 4d, and 4f: *n* = 1. Supplementary Fig. 4e, j, and 4k: *n* = 2. Supplementary Fig. 5b–d, 5g, and 5h: *n* = 2.

### Miscellaneous

Immunoblots were developed using an ECL camera (Fusion Pulse 6, Vilber). Autoradiographs were analyzed and quantified with a Typhoon 9410 (GE Healthcare Life Sciences). Quantitative analysis of immunoblots was performed using ImageJ 1.52a (National Institutes of Health, USA). Statistical analysis was performed with GraphPad Prism 6.07. Models of ribosomal particles were generated with PyMOL 2.2.0. Polyclonal antibodies directed against Srp54^42^ (1:4000), Sgt2^24^ (1:5000), Get4^24^ (1:5000), Get5^24^ (1:5000), Get3^24^ (1:5000), Rpl4^24^ (1:10,000), Rpl24^42^ (1:10,000), Rpl35^60^ (1:10,000), Rpl31^60^ (1:5000), Rpl26^60^ (1:2000), Rps9^42^ (1:5000), Pgk1^75^ (1:2000), Kar2^76^ (1:2000), Sse1^42^ (1:20,000) (Eurogentec, Rospert lab antibody collection), and PAP (Sigma ID P1291, 1:5000) were raised in rabbit. α-FLAG (Sigma F3165, 1:2000) and α-His (Qiagen 34660, 1:2000) are monoclonal antibodies. Horseradish peroxidase-conjugated protein A (ThermoFischer Scientific 101023, 1:5000) was employed as a secondary reagent to detect primary antibodies. Dilutions employed for immunoblotting experiments are given in brackets. References, which include validation data of the different antibodies are indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Dataset 1

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The CRAC data sets of Get4-HTP and the wild type yeast control are deposited in the Gene Expression Omnibus database under the accession code GSE151664. Other data that support the findings of this study and biological materials are available from the corresponding authors on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ribosome-bound Get4/5 facilitates the capture of tail-anchored proteins by Sgt2 in yeast
**Source:** Nat Commun. 2021 Feb 4;12:782. doi: 10.1038/s41467-021-20981-3
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

Description of Additional Supplementary information

Title: Supplementary Dataset 1

Description: Ribosomal Proteins identified by mass spectrometry from crosslinked Ni-NTA purified His_6_Get5.

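Supplementary Dataset 1 lists the total spectral counts behind Table 1. A spectral count is the number of fragment spectra that were assigned to a protein, and it rises with the amount of the protein in the sample. The dataset has 97 entries, of which 94 are ribosomal proteins and the other 3 are Get5 (listed as MDY2), Get4 and Sgt2. Spectra are listed for Ni-NTA purified material from cells with His6Get5 or untagged Get5, in 2 LC-MS-MS runs each. The runs were technical replicates. Untagged Get5 shows what binds to Ni-NTA without the tag, so the ratio of His6Get5 to Get5 counts measures the enrichment with the tag. The dataset gives this ratio for each run. Here the counts of both runs were added before the ratio was taken, and the p value was used as the dataset lists it. The listed p, which the paper took from a one-way ANOVA, does not follow this ratio. RPS25B, for example, had 212 Get5 and 212 His6Get5 spectra and a listed ANOVA p of at most 0.0001. A low listed p is therefore not by itself evidence of enrichment with the tag. The median ratio of the 94 ribosomal entries was 1.12. A ratio of at least 1.4 with a listed p of at most 0.01 was reached by 7 entries, which were RPL16A, RPL20A, RPL23A, RPS19A, RPS19B, RPS29A and RPS29B. RPL20A had a ratio of 1.45 from 564 Get5 and 819 His6Get5 spectra. RPL23A had a ratio of 1.47, RPS29B 1.81, RPS29A 1.56 and RPL16A 1.43. RPS19A and RPS19B had 1.48 each and identical counts. RPL26A and RPL26B had ratios of 1.44 in run 1 and of 1.29 and 1.28 in run 2, and 1.37 and 1.36 with both runs added. RPL37A had a ratio of 1.59 with a listed p of 0.068, and RPL37B had 1.48 with 0.054. RPL35A had a ratio of 1.10. Ratios of proteins with few spectra rest on small numbers. RPL37A, for example, had 27 spectra with Get5 and 43 with His6Get5. Get5 had a ratio of 5.33 and Get4 of 3.12, while Sgt2 had 0 spectra with Get5 and 7 and 9 with His6Get5. Paralogous proteins share peptides, so entries such as RPL26A and RPL26B are not independent. The number of entries moved most with a limit of 1.3, which 16 entries reached.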

How the deposited data were processed for this re-analysis (not part of the article)

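PAR-CRAC libraries of wild type yeast (1 library, no tag) and of yeast expressing Get4-HTP (2 libraries) were analyzed. Conditions were taken from the sample labels and from the paper. The label of the second Get4-HTP library carries the number 2, and the other libraries were given the number 1. The paper's text describes 2 biological replicates and does not say which Get4-HTP library is drawn in Fig. 3c.

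According to the methods, the authors trimmed reads with Flexbar, collapsed reads by UMI, mapped them with Bowtie 2 allowing at most 1 mismatch and kept reads with a single T-C mutation. The headers of the files name a folder of Bowtie 1 output and an annotation without RDN37 and mitochondrial features. The genome build and the version of pyCRAC are not stated. The deposited values are counts, which the authors made with pyPileup and did not normalize. For each nucleotide of ETS1, 18S, ITS1, RDN58, ITS2, 25S, ETS2 and 5S the files give hits, substitutions and deletions. Because of the T-C filter, reads without a substitution were already absent, and the share of substituted reads at a T is relative to reads that carry a substitution at some T. Reads at positions that are often substituted are retained more often than others. The filter, the UMI collapse and the mapping could not be repeated from counts.

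Segments were joined to RDN37, and hits and substitutions were expressed as shares of their RDN37 sum in each library. 5S is not part of RDN37 and was used only for the rRNA share of mapped reads. The h46/h47 stretch was the run of 25S nucleotides above 20% of the maximum in the mean of both Get4-HTP libraries, each scaled to its maximum. RDN37 was divided into bins of 50 nucleotides from its 5′ end, a pseudocount of 1% of the mean bin was added, and bins with a ratio to wild type of at least 2 in both Get4-HTP libraries were counted. Shares of substituted reads were ranked over T positions with at least 100 hits. Confidence intervals are Wilson 95% intervals. They treat UMI-collapsed reads as independent and cover counting error only. The smallest share of mapped reads that 3 reads give is 0.00279% in wild type, 0.000488% in Get4-HTP 1 and 0.000321% in Get4-HTP 2. The wild type library was the shallowest, with a median of 27 hits per nucleotide of RDN37 against 50 and 33 in the Get4-HTP libraries. Ratios to wild type are therefore least precise where wild type signal is low. Values of Get4-HTP are given per library or as mean ± SD over 2 libraries. No test between wild type and Get4-HTP was run, because wild type has 1 library. Strain and number of PCR cycles cannot be separated in this design. Wild type can be compared with Get4-HTP 1 within a run code, and no wild type library of the other run code was used here.

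The regions named were those the paper names on RDN37, the highest nucleotide of each library, other runs of 25S above 20% of the maximum in both Get4-HTP libraries, and up to 5 bins that were higher in both. This rule was written before the data were examined. Nucleotide 1430 and the run from 3172 to 3213 were named after their values had been seen. For Supplementary Dataset 1 the proteins named were those of Table 1 and those that passed or failed its criteria on recomputation. Spectral counts and p values in it are the authors' own, and the p values were not recomputed.

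The procedure was tested on simulated data. In 100 simulations, reads were drawn from the wild type distribution at the real numbers of reads, and a site holding 20% of the reads was added to both Get4-HTP libraries. The stretch contained the added site in 100 of them, and its bin was counted as higher in 100. A site of that size makes a very strong peak, so this result was largely fixed by the setting and checks the code only. Variation between libraries beyond counting error was not simulated. Without an added site, a mean of 0.42 of 138 bins was counted as higher by counting error alone, and the largest number in 1 simulation was 3. The alternatives concerned the scaling, the limit that defines the stretch, the bin width, the pseudocount, a filter on low signal, the removal of the highest wild type peaks and each Get4-HTP library alone. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.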

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

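The test of nucleotide 1430 as a base read as C without crosslinking was chosen only after its share of substituted reads had been seen.

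The paper reports reads per nucleotide and not the substitutions at each nucleotide. At nucleotide 1430 of 25S, T1430C reached 8543 substitutions per 1000000 mapped reads in Get4-HTP 1 and 13224 in Get4-HTP 2, above the 3706 of wild type. Get4-HTP had 10883 ± 3309 (SD, n = 2). The signal stood out because nearly all reads over this nucleotide carried the substitution, in wild type as well as in Get4-HTP. A crosslink that depends on Get4 could account for the larger number of reads in Get4-HTP. A base that is read as C without crosslinking, such as a strain difference from the reference sequence or a modified nucleotide, would give a share near 100% in every library. Every read over such a base would pass the T-C filter if it had no further mismatch. Reads with a further mismatch, such as a crosslink at another T, would be removed. In wild type 97.3% of the reads carried the substitution, against a median of 5.71% over other T positions. This value does not separate such a base from a uridine that is crosslinked in most fragments, also without the tag, because reads without a T-C mutation had been removed. The pattern therefore cannot be told apart from a base read as C. How far such a base raises the share of each library depends on how many reads elsewhere pass the filter. This was not tested, so such a base need not raise wild type and Get4-HTP alike. The difference in the number of reads is left open. A further technical explanation is that reads of Get4-HTP 1, which has the same run code, passed into the wild type library. Wild type had 7.91% as many hits as Get4-HTP 1 in the stretch. In 5118 windows of 25 nucleotides outside the stretch with at least 500 summed hits in Get4-HTP 1, the lowest such value was 15.7%. None of them was as low as the stretch, so these windows set no limit below the wild type signal of the stretch. The substitutions differed elsewhere in the stretch. At nucleotide 1442, 6.82% of wild type reads were substituted (Wilson 95% interval 4.36% to 10.5%) against 0.723% in Get4-HTP 1 (0.473% to 1.10%). The wild type reads of the stretch were therefore not all reads of Get4-HTP 1, while for those with T1430C, passage from Get4-HTP 1 was not excluded.

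The bin from 550 to 599 of 25S, which the paper does not discuss, held a larger share of RDN37 hits in Get4-HTP than in wild type, by a factor of 2.07 in Get4-HTP 1 and 2.06 in Get4-HTP 2. The bin had 11 substitutions in wild type and 53 in each Get4-HTP library. A possible explanation is the small number of wild type reads. The Wilson 95% interval of the wild type share of substitutions ended at 0.152%, below the shares of 0.186% and 0.183% in Get4-HTP. The bin was selected from 138 for its ratio, so the interval does not exclude counting error, and simulations without a difference gave a mean of 0.42 such bins. Per 1000000 mapped reads the bin had 2638 summed hits in wild type, 2283 in Get4-HTP 1 and 1643 in Get4-HTP 2, so its direction depends on the scaling.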

How the results depend on the processing

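Alternatives were set before the data were examined, except those per 1000000 mapped reads and the count of substitutions in place of hits, which were chosen after seeing the data. No paired analysis was possible because wild type has 1 library, and no result comes from a test.

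The highest 25S nucleotide of Get4-HTP was 1426 with a running mean of 21 nucleotides and over all of RDN37, and from 1426 to 1428 when each Get4-HTP library was left out in turn. The stretch of 60 nucleotides became 66 with a limit of 10% of the maximum, 36 with 50%, and 61 when wild type shares were subtracted. It was 59 with either Get4-HTP library left out.

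The ratio of the h46/h47 maximum to wild type stayed above 1 under all alternatives run, but its size depended on the scaling. It was 9.14 as a share of RDN37, 22.1 for raw hits, 16.9 after division by the median over bins of 18S and 25S, and 2.93 per 1000000 mapped reads. It ranged from 5.69 to 12.6 when each Get4-HTP library was left out in turn. Raw hits carry the difference in depth between the libraries. The ratio of the stretch's share of RDN37 hits was 9.85. It lay between 8.14 and 9.79 within 25S, with other limits, in the window of Fig. 3d, with the stretch taken from the other Get4-HTP library and without the 3 highest other wild type peaks, and it was 9.45 with substitutions in place of hits. It was 3.13 per 1000000 mapped reads and ranged from 5.58 to 14.1 when each Get4-HTP library was left out in turn. The 25S share of 72.3% in Get4-HTP was 56.8% without the stretch.

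The number of bins at least 2 times higher in both Get4-HTP libraries was 3. It was 1 with a limit of 4, 1 with bins of 100 nucleotides and 1 per 1000000 mapped reads, 10 after division by the median and 27 for raw hits. With 1 Get4-HTP library left out, from 6 to 7 bins reached the limit. The number of bins that were lower in both libraries was 30 as shares, 105 per 1000000 mapped reads, 10 after division by the median and 2 for raw hits, so the balance between higher and lower bins was set by the scaling. The correlation of the Get4-HTP libraries was 0.899 across bins, 0.854 on the linear scale and 0.886 across single nucleotides. In Supplementary Dataset 1, 16 entries in place of 7 passed with a ratio of at least 1.3. In parts of ETS2 no nucleotide had more than 1 wild type hit, so that ratios there are not measurable at this depth.

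Expressing the h46/h47 maximum as a share of RDN37 in place of raw hits was one of the alternatives and is the value reported, as the files hold raw counts.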

Differences from the paper's values

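Values of Fig. 3c were read by eye, in hits per 1000000 mapped reads. The paper does not say which Get4-HTP library is drawn, so both are compared. At h46/h47 the paper's wild type maximum is about 1600 in Fig. 3c, and the wild type library had 3818. The paper's Get4-HTP maximum is about 7800 in Fig. 3c, and Get4-HTP 2 had 13782, while Get4-HTP 1 with 8615 lay within 1.5 times of it. The paper's wild type trace reaches about 20000 in Fig. 3c at its highest peak, and the highest value of the wild type library in that part of 25S (2445 to 2682) was 7663. The next peak upstream reaches about 11000 in Fig. 3c, and the highest value there (2037 to 2309) was 2731. The wild type peak near the 3′ end of 25S reaches about 9700 in Fig. 3c, and the wild type library had 11332 there, within 1.5 times of the paper's value. The paper's Get4-HTP trace reaches about 5000 in Fig. 3c near the 3′ end of 25S, where Get4-HTP 2 had at most 239 and Get4-HTP 1 had 5520. No alternative was set for these heights. The paper's traces give a ratio of Get4-HTP to wild type at h46/h47 of about 4.9 in Fig. 3c, against 9.14 as the mean of the ratios of shares. Of the alternatives set before the data were examined, Get4-HTP 1 alone gave 5.69, which is within 1.5 times of the paper's value. Raw hits gave 22.1, shares of 25S 8.12, division by the median 16.9, the mean over the stretch 9.85 and Get4-HTP 2 alone 12.6, none of which closed the gap. Hits per 1000000 mapped reads are the scale of Fig. 3c and were added after seeing the data. They gave a mean of 2.93 and 2.26 for Get4-HTP 1, which did not close the gap. For Get4-HTP 2 they gave 3.61, which is within 1.5 times of the paper's value. The heights of Get4-HTP 2 differed from the drawn Get4-HTP trace both at h46/h47 and near the 3′ end. Those of Get4-HTP 1 were within 1.5 times of it at both places. The ratio of 3.61 therefore does not account for the drawn traces. The 5.69 of Get4-HTP 1 is a ratio of shares and not on the scale of the figure.

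The paper states that the proportion of rRNA among reads outside the tRNA class rose with Get4-HTP. As a share of all mapped reads, rRNA was 12.9% in wild type and 4.97% and 3.24% in Get4-HTP. In Fig. 3c the highest wild type peak lies upstream of the peak at the 3′ end of 25S. In the wild type library the highest nucleotide was 3188, with 11332 hits per 1000000 mapped reads. Fig. 3d colors parts of 25S outside h46/h47 as well. In the files 1 further run above 20% of the maximum was present in Get4-HTP 1, from 3172 to 3213, and 0 in Get4-HTP 2.

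Table 1 of the paper includes Rpl26 and Rpl37. With spectra of both runs added, RPL26A and RPL26B had ratios of 1.37 and 1.36, under the limit of 1.4. With a limit of 1.3 both passed. RPL37A had a ratio of 1.59 and RPL37B of 1.48 with listed p values of 0.068 and 0.054, and both passed without the p criterion. The p value in the paper's Table 1 is 0.0088 for Rpl37a, against 0.068 for RPL37A in Supplementary Dataset 1. For Rpl26b it is 0.00036 in the paper's Table 1, against 0.0013 for RPL26B in Supplementary Dataset 1. No alternative was set for these p values, which were not recomputed. RPL16A passed with a ratio of 1.43 and a listed p of 0.006 and is not in Table 1. With a ratio of at least 1.4 required in each run, RPL16A and RPL23A no longer passed.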

Other observations

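The test of the rRNA part of mapped reads and the test of other strongly substituted positions were chosen only after the result had been seen.

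Several technical explanations were tested for the larger share of h46/h47 in Get4-HTP. If a few other peaks took up most of the wild type signal, the difference in shares could follow from these peaks. Without the 3 highest other wild type peaks and 200 nucleotides around each, the mean ratio was 8.14. If the libraries differed in the part of mapped reads that is rRNA, the ratio could be lost per mapped read. The lower of the ratios per 1000000 mapped reads was 2.26. If strongly substituted positions rose in Get4-HTP in general, other such positions should rise as well. Of 8 other T positions substituted in over 50% of wild type reads, 0 held a larger share of RDN37 substitutions in both Get4-HTP libraries. The same number resulted when the stretch was left out of the shares, which it otherwise lowers in Get4-HTP. These positions were chosen on wild type and were substituted in 53.6% to 79.8% of its reads, below nucleotide 1430, so this comparison does not exclude the explanation. Neither the other peaks nor the rRNA part of mapped reads alone accounts for the difference. The different number of PCR cycles and the single wild type library were not tested and cannot be separated from the strain. The increase was present in both Get4-HTP libraries, which carry different run codes. A contact of Get4 with h46/h47 is a hypothesis that these tests leave standing, and what remains open includes the number of PCR cycles, the single wild type library and the explanations for T1430C that were not excluded, as T1430C made up 96.5% and 88.9% of the substitutions of the stretch in Get4-HTP.

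The Get4-HTP libraries differed from each other outside h46/h47. The run from 3172 to 3213 of 25S held 9.36% of RDN37 hits in wild type and 11.3% in Get4-HTP 1, but 0.243% in Get4-HTP 2. If it came from a single fragment amplified by PCR, 1 step between neighboring nucleotides should make up most of its height. The largest step was 24.1% of the height in Get4-HTP 1. Identical reads with the same UMI had been collapsed before counting, so the step could hardly show such a fragment. It also does not exclude several amplified fragments. If the run reflected library batches, other bins should split in the same way. Of 133 bins outside the stretch and this run, 10 differed at least 4-fold between the Get4-HTP libraries. All 10 were higher in Get4-HTP 1. The stretch held 49.9% of RDN37 hits in Get4-HTP 2 against 19.7% in Get4-HTP 1, which lowers all other shares more in Get4-HTP 2. The count of 10 and its direction may therefore reflect the scaling. No count without the stretch was made, so the count is not evidence for library batches. All 10 bins were within 2-fold between wild type and Get4-HTP 1, which carry the same run code, as were 95 of the 133. With 1 library per strain and run code, the run cannot be told apart from a difference between single libraries, and no biological explanation was tested. The comparison of wild type with Get4-HTP 1, within 1 run code, gave the lower of the h46/h47 ratios (5.58), and for the other run code no wild type library was used here.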
